# Transcriptome Comparison of Chorion-Attached and Non-chorion-attached Endometrium in Mid-gestation of Rabbit

**DOI:** 10.3389/fvets.2022.838802

**Published:** 2022-03-10

**Authors:** Xiuli Mei, Ling Xu, Yan Ren, Minjie Yu, Liangde Kuang, Congyan Li, Yan Zhang, Chuanzhi Lu, Zhicheng Wang, Zhiqiang Guo, Xiaohong Xie, Dengping Huang, Ming Zhang

**Keywords:** endometrium, gene expression profiles, immune regulation, molecular adhesion, chorion

## Abstract

**Background:**

The chorion from the placenta is directly attached to the endometrium (CA) after embryo implantation while some parts of the endometrium are not chorion-attached (NCA). The differences in gene expression between the CA and NCA endometrium mid-gestation are unknown. Our objective was to compare the gene expression profiles of the CA and NCA endometrium of rabbit, to identify the differentially expressed genes (DEGs), and correlate the differences with the physiological state of the endometrium at mid-gestation of rabbit.

**Methods:**

We used transcriptome sequencing to reveal the differences in gene expression between CA and NCA endometrium (*n* = 3), and then determined the concentration of inflammatory cytokines in CA and NCA tissue and serum by ELISA.

**Results:**

Six Hundred and Forty-Six DEGs were identified between the CA and NCA endometrium [*p* < 0.05, |log2 (fold change) |≥ 2], The expression levels of 590 DEGs were higher in the NCA endometrium than in the CA endometrium, while the expression level of only 56 DEGs were higher in CA than in NCA. The DEGs were enriched in gene ontology (GO) terms and pathways related to immune regulation and cellular adhesions. Six hub-genes related to inflammatory mediator regulation of transient receptor potential (TRP) channels and chemokine signaling pathways had a lower expression level in the CA endometrium compared to the NCA endometrium, and the expression levels of genes related to focal adhesion and extracellular matrix (ECM)-receptors were significantly higher in NCA endometrium than in CA endometrium. The level of pro-inflammatory cytokines accumulated in the CA endometrium, and high abundance of integrin-β and THBS1 were localized in the luminal epithelium of the NCA endometrium, but not in the CA endometrium.

**Conclusions:**

Our study reveals differences in gene expression between the CA and NCA endometrium at mid-gestation of rabbit, and suggests implications for endometrial physiological function. The CA endometrium showed relative low-level gene expression compared to the NCA endometrium, while the NCA endometrium performed physiological functions related to focal adhesion and ECM-receptor interaction.

## Introduction

In the process of pregnancy maintenance, the dialogue at the maternal-fetal interface includes not only direct mediator transfer in the chorion-attached (CA) region between chorion and endometrium, but also an endocrine response in the non-chorion-attached (NCA) endometrial area (1–3). The endometrium undergoes morphological and functional changes at the implantation site, allowing for invasion of fetal trophoblasts and conjugation between the endometrium and the chorionic membranes (4). The change in endometrial morphology and function is called decidualization and decidua formation is critical for blastocyst implantation (1, 2). Endometrial decidualization under progesterone-induction allows receptivity of the embryo (2, 4). The decidualized endometrium can be divided into two areas, the CA and NCA region after embryo implantation. The cross-talk between mother and fetus depends on direct tissue communication between the endometrium and chorionic membrane, or through the hormones and cytokines by paracrine secretion (4–6). The endometrium provides a special milieu and the spatial expression of endometrial genes plays an important role in the maintenance of pregnancy (7). Therefore, we speculated that there might be differences in gene expression between the CA and NCA endometrium; however, few studies have focused on the differences in physiological function of CA and NCA endometria after embryo implantation.

The rabbit has a hemochorial discoid placenta similar to a human, and the hemochorial discoid placenta is comprised of trophoblast cells, mesenchymal cells, vasculature and maternal endometrium (8). The fetal chorionic trophoblast cells invade the maternal uterine arteries and veins at the maternal-fetal interface for controlling the bidirectional flow of nutrients and metabolites (9, 10), and the trophoblast cell population contributes to the endocrine activities of the placenta (11, 12). The decidualized endometrium has a crucial role in the process of pregnancy as the maternal tissue that first comes into direct contact with the embryo and allows for its proper implantation, survival, and development (13). Over the past few decades, extensive investigations have been carried out to clarify the molecular mechanisms of endometrial decidualization and receptivity, and embryo attachment, implantation, and trophoblast invasion (13–15). Moreover, some studies had revealed that the trophoblast cells invading the decidualized endometrium experienced the strongest immune challenge from the maternal immune system (16), but the allogeneic placental trophoblast and fetus are not attacked by the maternal immune system (17, 18). Some specifically expressed genes: (*Tpbp, Plac1, Syncytin*, and the retrotransposon-associated genes, *Peg10, Rtl1*, Endothelin B receptor, *Insl4, Leptin, Midline1*, and Pleiotrophin, *Gcm1, Mash2, Rhox, Esx1, Cathepsin, PAG, TKDP, Psg* and *Siglec*), the enhancer elements (glycoprotein hormone α-subunit) and gene isoforms (*3*β*HSD, Cyp19*) have been identified at the maternal-fetal interface of human and mouse (18–20). The fetal rabbit at mid-gestation is increasingly being used as a model for diagnosis of fetal abnormalities and disease treatment (21). It is a critical point in pregnancy with the transformation of progestogenic maintenance of pregnancy from corpus luteum dependence to placental dependence (22). However, the spatial expression of specific genes in the CA and NCA endometrium at mid-gestation after implantation still remains unknown.

Many studies of the placental transcriptome have provided us with a basic understanding of how the immunoregulation and adhesion function of the early placenta support embryo implantation and immune evasion (1, 2). The differences in physiological function between the CA and NCA endometrium at mid-gestation were not considered, however. The specific immune milieu that is provided by the CA and the endometrium NCA together is important for maintenance of pregnancy (23). Knowledge about the gene expression profile difference in the CA and NCA endometrium at mid-gestation of rabbit will provide a better understanding of the physiological functions of the endometrium in different regions, as well as how dysregulation of maternal immune tolerance can cause pregnancy failure at mid-gestation.

In this study we determined the transcriptome of chorion-attached and non-chorion-attached endometrium at mid-gestation of female rabbits using second-generation sequencing. We compared the genes specifically expressed in CA and NCA endometrium to elucidate the main physical functions of the maternal endometrium at mid-gestational stage.

## Materials and Methods

### Animals and Experiment Design

Three sexually mature and primiparous female *New Zealand* white rabbits (2.50 ± 0.15 kg, 6-moa) were performed estrus synchronization. Each rabbit was intravenously injected with 80 IU of human chorionic gonadotropin (hCG) at 48 h after being injected intravenously with 120 IU of equine chorionic gonadotropin (eCG) followed by natural mating. Diagnosis of pregnancy was performed on the 10th day after natural mating by abdominal palpation. On the 14th day of gestation, endometrial tissue in placental area were collected to isolate chorion-attached endometrium, and endometrium in non-placental area were also collected (Supplementary Figure 1). These tissues were immediately put into RNAlater™ stabilization solution (Thermo-Fisher, USA). The chorio-allantoic membranes and the chorion were carefully removed from endometrial tissue in placental area under a stereomicroscope (Leica MZ75, Leica Microsystems, Germany), and then only endometrium was collected as chorion-attached (CA) endometrium. Endometrial tissue in non-placental area was as non-chorion-attached (NCA) endometrium. Three CA and NCA endometrial tissues were collected from one individual and then, respectively mixed into CA and NCA sample pool. Finally, the sample tissue was divided into CA and NCA endometrium, and RNA-sequencing was performed using three individuals (*n* = 3). Collected tissue samples for ELISA were frozen at −80°C. CA endometrium for hematoxylin-eosin (H&E) staining and immunostaining were immediately fixed in 10% formalin PBS, and NCA endometrium samples were embedded in O.C.T compound for cryosectioning. Sampling accuracy was evaluated by microstructure of H&E staining (Supplementary Figure 1). Transcriptomics analysis was performed by Jingjie PTM Biolab Ltd. Co. (Hangzhou, China).

All animals were housed in individual cages under a 14-h light and 10-h dark regimen at a temperature of 16–25°C, and fed *ad libitum* on a standard diet (Laboratory Animal Nutrients, rabbit feed, GB 14924.3-2010, China). All experimental procedures were approved by the Animal Ethics Monitoring Committee of Sichuan Agricultural University (Appr. No. SASA201905) and carried out in accordance with the Guidelines of Animal Welfare in China.

### Total RNA Extraction

Total RNA from the CA and NCA tissues were extracted with TRIzol reagent (Invitrogen, CA, USA) and purified with a RNeasy column (Qiagen, USA) according to the manufacturer's protocol. RNA purity and integrity were assessed using the Nano Photometer® spectrophotometer (Bio-Rad, CA, USA) and the RNA Nano 6000 assay kit of the Bioanalyzer 2100 system (Agilent Technologies, CA, USA), respectively. RNA concentration was measured using Qubit® RNA assay kit in a Qubit® 2.0 Fluorometer (Life Technologies, CA, USA).

### Messenger RNA Library Construction and Sequencing

Only qualified RNA samples (RIN >8, OD_260/280_ = 1.9-2.2 28S:18S ≥ 1.5) were used for library construction and qualified libraries were used for sequencing. Sequencing libraries were generated using NEBNext® Ultra™ RNA Library Prep Kit for Illumina^®^ (NEB, USA) following manufacturer's protocol, and index codes were added to attribute sequences to each sample. Briefly, mRNA was purified from 5 μg of total RNA using poly-T oligo-conjugated magnetic beads. Following purification, the mRNA was fragmented into small pieces using divalent cations under elevated temperature in NEBNext first-strand synthesis reaction buffer, and the cleaved RNA fragments were reverse-transcribed into the final complementary DNA (cDNA) library according to the NEBNext^®^ Ultra™ RNA library prep kit protocol (NEB, USA). After adenylation of 3' ends of DNA fragments, the NEBNext adaptor with hairpin loop structure was ligated to prepare for hybridization. Fragments of cDNA, 150–200 bp in length, were purified by the AMPure XP system (Beckman Coulter, Beverly, USA) and library quality was assessed on the Agilent Bioanalyzer 2100 system using Qubit2.0 software. Lastly, the RNA libraries were sequenced on an Illumina HiSeq2000 platform, and the raw data were deposited in Gene Expression Omnibus (GEO) Datasets on NCBI (GSE152905 https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE152905).

### Transcriptome Data Analysis

Clean data were obtained by removing reads containing adapters, reads containing >10% poly-N and low-quality reads (>50% of bases had Phred quality score ≤ 10) from raw data. At the same time, Q20, Q30 and GC content in the clean data were calculated. All subsequent analyses were based on clean, high-quality data. The index of the reference genome was built using Bowtie v2.2.3 software and paired-end clean reads were aligned to the reference genome (ftp://ftp.ensembl.org/pub/release-97/fasta/oryctolagus_cuniculus/dna/Oryctolagus_cuniculus.OryCun2.0.dna.toplevel.fa.gz) using TopHat v2.0.14 software, and the mapped reads from each library were assembled with Cufflinks v2.2.1. The reference annotation-based transcript (RABT) assembly method in Cufflinks v2.2.1 was used to construct and identify mRNA transcripts from TopHat v2.0.14 alignment results. The model of fragments per kilobase of exon per million mapped reads (FPKMs) scores of genes in each sample was calculated with Cufflinks v2.2.1 (24), and heatmap was constructed with FPKM. Differentially-expressed genes (DEGs) between the CA (*n* = 3) and the NCA endometrial tissue (*n* = 3) were identified using DESeq2 R package (1.16.1) by screening for differential gene with a fold change ≥1 and an adjusted *P*-values < 0.05.

### Functional Enrichment and Interaction Analysis

Gene ontology (GO) enrichment analysis of DEGs was conducted using the GOseq R package, and DEGs were enriched into the significant overrepresentation of GO-biological process (GO-BP), molecular function (GO-MF) and cellular component (CC) terminologies. DEG enrichments were classified according to the Kyoto Encyclopedia of Gene and Genome (KEGG) algorithm using KOBAS 2.0 software. *P*-values were calculated using Benjamini-corrected modified Fisher's exact test. *P*-values < 0.05 were considered significant. The interaction network of the DEGs in the inflammatory mediator regulation of TRP channels, chemokine, focal adhesion and ECM-receptor interaction signaling pathways were constructed with online tool String 11.5 (https://cn.string-db.org/cgi/input?sessionId=inputgtsessionId&input_page_show_search=on).

### Quantitative Real-Time PCR

The purified RNA samples were reverse-transcribed using the PrimeScript® RT reagent kit with gDNA Eraser (Takara, Japan) following the manufacturer's protocol. Quantitative real-time PCR (RT-qPCR) was performed on a CFX 96 real-time PCR detection system (Bio-Rad, USA) in a 10 μl reaction mixture containing 3 μl dH_2_O, 5 μl 2 × SYBR premix EX Taq II, 0.5 μl of each forward and reverse primer and 1 μl cDNA (Supplementary Table 1). Following initial denaturation at 95°C for 3 min., PCR was carried out at 95°C for 10 s with an annealing temperature of 60°C for 30 s for 40 cycles. The β-actin gene was selected as a calibrator to normalize gene-specific RT-qPCR product expression. Finally, the relative expression levels of the genes were calculated using a relative quantification method (2^−Δ*ΔCt*^) (25).

### Immunostaining for Integrin-β and THBS

The immunohistochemical assay was performed as previously described, with modification (26). The NCA endometrial tissue was embedding in O.P.S compound for cryosectioning, and the placental tissue (the CA endometrium and chorio-allantoic membrane) was bedding in paraffin because placental tissue is more fragile than the NCA endometrium. After the sections were deparaffinized with xylene or rehydrated with gradient ethanol solution, the sections were rinsed in PBS, treated with proteinase-k, and incubated overnight with 5% goat serum (Boster Co., China), followed by incubation with anti-integrin-β polyclonal antibody (Cat. No. bs-0342R, Bioss Biotech. Inc., China) or anti-thrombospondin (THBS) polyclonal antibody (Cat. No. bs2715R, Bioss Biotech. Inc., China) diluted at 1:200 (v/v) in PBS, and washed with PBS for 15 min (5 min × 3). The immunoreaction products were identified with an SABC kit (Boster Co., China). Briefly, sections were incubated with biotinylated anti-mouse IgG+IgM+IgA (1:500), and avidin-peroxidase complex for 1 h each. Then, the immunoreaction products were visualized with a mixture consisting of 0.02% (w/v) 3, 3′-diaminobenzidine tetrahydrochloride and 0.005% (v/v) H_2_O_2_ in 50 mM Tris-HCl buffer (pH 7.6). The sections were counterstained with hematoxylin, dehydrated and covered. For negative control staining, the primary antibodies were replaced with normal mouse IgG (Boster Co., China).

### Enzyme Linked Immunosorbent Assay

After homogenization of the decidua and endometrial tissue, the total protein of each sample was extracted using a RIPA total protein extraction kit (Bioss, Biotech. Inc., China) and the concentration of total protein in each sample was adjusted to 2mg/mL. The levels of estrogen (E2), progesterone, interleukin-1beta (IL-1β), IL-6 and IL-8 were assessed using corresponding ELISA kit (Solarbio Life science Inc., China) according to the manufacturer's instructions.

## Results

### Summary of Transcriptome Data

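Transcript levels were available as 1 table per library for 6 libraries, 3 from chorion-attached (CA) endometrium and 3 from non-chorion-attached (NCA) endometrium, all taken on day 14 of gestation. CA1 and NCA1, CA2 and NCA2, and CA3 and NCA3 came from the same 3 does. In the sample labels the CA tissue is called placenta and the NCA tissue endometrium, and the libraries were assigned to CA and NCA by these labels together with the paper's account of the sampling. The authors aligned the reads to the OryCun2.0 rabbit genome with TopHat, assembled transcripts with Cufflinks and deposited, for each of 25177 genes, a whole-number count and an FPKM value, a level corrected for gene length and library depth. Of these genes, 23046 were annotated and 2131 were loci assembled from the reads. Counts per library summed to 13937823 to 17148627 in CA (median 15609521, n = 3) and to 14512322 to 16385669 in NCA (median 14583428, n = 3). The paper gives its depth in reads, in all and per library, whereas the values here rest on the counts assigned to genes. Counts were scaled by TMM and compared with edgeR's quasi-likelihood test after genes with too few counts were left out by edgeR's own filter, which left 13097 genes. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size, and every log2 fold change is CA over NCA, so that a negative value means less transcript in CA. Levels are given as CPM, counts relative to library size, after TMM scaling, as mean ± SD over 3 libraries. Symbols were taken only for genes in the authors' deposited splicing table, which pairs identifiers with protein matches, and 881 of the tested genes carried one, so that a gene without a splicing event in that table could not be named. TMM factors ranged from 0.714 in CA3 to 1.23 in NCA2, and the 100 genes with the most counts took 28.6 ± 5.77% (SD, n = 3) of the counts in CA and 23.9 ± 3.67% (SD, n = 3) in NCA.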

To identify DEGs between the chorion-attached (CA) and non-chorion-attached (NCA) endometrium, transcriptome libraries were constructed using CA and NCA endometrial tissue, and a total of 147 million paired-end reads of 90 bp in length were generated. The total sequencing length was 44.17 Gb, representing approximately 15 × coverage of the whole rabbit genome. Among all clean reads, more than 77% of the reads were mapped to the reference genome (ftp://ftp.ensembl.org/pub/release-97/fasta/oryctolagus_cuniculus/dna/Oryctolagus_cuniculus.OryCun2.0.dna.toplevel.fa.gz) using TopHat v 2.0.14 (Table 1). The quality of this genome assembly is not high, and the genome of *Thorbecke* inbred and *New Zealand* white rabbits have large difference, which cause the low mapping percentage. Furthermore, 67.17-71.85 % of all reads were located within exons. If one transcript was expressed in all three biological replicates of the cDNA libraries, it was considered an expressed transcript for subsequent analysis. Consequently, 12,465 and 12,806 known transcripts were identified as being expressed in the CA and NCA endometrial tissues, respectively.

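With an expressed gene taken as an annotated gene with an FPKM above 0 in all 3 libraries of a tissue, 12560 genes were expressed in the CA endometrium and 13132 in the NCA endometrium. In single libraries, 13631, 14089 and 13294 annotated genes had an FPKM above 0 in CA1, CA2 and CA3, and 14234, 14239 and 13867 in NCA1, NCA2 and NCA3. The lowest NCA library thus lay between CA1 and CA2.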

**Table 1:** Summary of transcriptome sequencing and alignment.

**Sample**	**CA1**	**NCA1**	**CA2**	**NCA2**	**CA3**	**NCA3**
Total raw reads (Raw base)	20,700,233 (6.21G)	25,808,529 (7.74)	26,644,963 (7.99G)	26,196,996 (7.86G)	23,051,170 (6.92G)	24,817,178 (7.45G)
Clean reads (Clean base)	20,357,987 (6.11)	25,462,894 (7.64G)	26,269,871 (7.88G)	25,809,208 (7.74G)	22,700,576 (6.81G)	24,347,133 (7.30G)
Q20 (%)	97.72	97.56	97.8	97.7	97.81	97.56
Valid ratio (%)	98.35	98.66	98.59	98.52	98.48	98.11
Total mapped ratio (%)	79.67	78.24	78.82	78.35	77.63	78.69
Unique mapped ratio (%)	79.39	77.95	78.34	77.95	77.35	78.43
Q20 (%)	97.72	97.56	97.8	97.7	97.81	97.56
GC content (%)	54.56	54.02	54.42	53.87	56.35	55.06

*CA1, CA2, and CA3 are chorion-attached endometrium, and NCA1, NCA 2, and NCA 3 are non-chorion-attached endometrial tissues of the corresponding individuals, CA1, CA2, and CA3*.

To assess the reproducibility and reliability of the transcriptome libraries, Pearson's correlations of transcriptional level of the total expressed genes from all samples were analyzed. Three biological replicates of each group had high correlation (*r* = 0.82 in the CA group, *r* = 0.87 in the NCA group), which was higher than the paired Pearson's correlation coefficient (*r* = 0.7232, the average correlation coefficient of CA1-NCA1, CA2 -NCA2 and CA3-NCA3), and the non-paired Pearson's correlation coefficient (*r* = 0.5749). 

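Pearson's r between FPKM values was computed over the 13372 annotated genes expressed in at least 1 of the tissues, and a correlation across genes does not treat them as independent replicates. Mean r was 0.9995 ± 0.0004 (SD over 3 pairs of libraries) within CA and 0.9987 ± 0.0004 (SD over 3 pairs) within NCA. It was 0.9990 ± 0.0007 (SD over 3 pairs) between CA and NCA libraries of the same doe and 0.9986 ± 0.0011 (SD over 6 pairs) between those of different does. A single gene, ENSOCUG00000017506 on chromosome 2 of OryCun2.0 from 101291606 to 101293420, took 42.3% to 72.4% of the summed FPKM of a library and set these values. Without this gene, mean r was 0.853 within CA, 0.833 within NCA, 0.847 between paired libraries and 0.798 between unpaired libraries. Without the 20 genes of highest mean FPKM it was 0.806 ± 0.079, 0.781 ± 0.095, 0.774 ± 0.108 and 0.728 ± 0.145 in that order. On the log2(FPKM + 1) scale, mean r was 0.926 within CA, 0.931 within NCA, 0.893 between paired and 0.886 between unpaired libraries. The highest r of any pair on this scale was between libraries of different tissues and does, 0.968 for CA1 and NCA3.

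**Figure D1:**
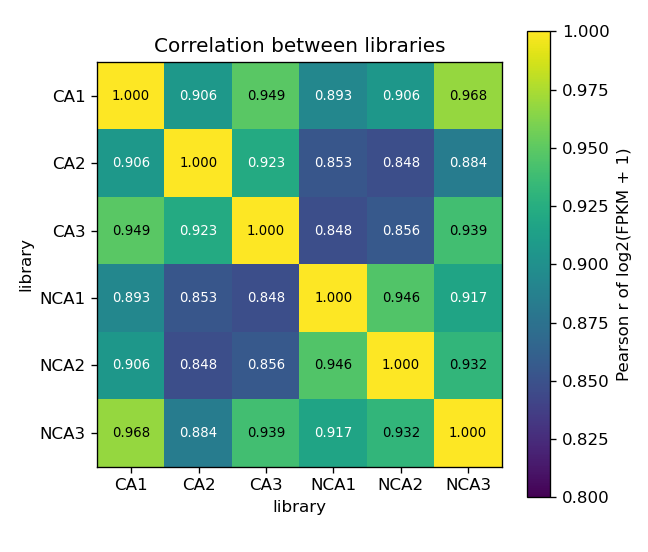
Pearson's r of log2(FPKM + 1) between each pair of the 6 libraries, with CA1 to CA3 and NCA1 to NCA3 on both axes and the value of r as the color and the number in each square. CA1 and NCA3 show the highest value off the diagonal, 0.968.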

The results verified the high reproducibility and reliability. The heatmap of the hierarchical clustering showed that the DEGs data were reproducible (Figure 1A). 

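Over all expressed genes, instead of genes selected for a difference, average linkage on log2(FPKM + 1) joined CA1 with NCA3 first and NCA1 with NCA2 next. CA3 and then CA2 joined the branch that held CA1 and NCA3, so that NCA3 lay with the 3 CA libraries and apart from NCA1 and NCA2. For muscle transcripts NCA3 lay on the side of the NCA endometrium, with 3017 CPM of MYH11, smooth muscle myosin heavy chain, against 6025 in NCA1, 6209 in NCA2 and 239 in CA1, a gene that was chosen after its values were seen.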

The validity of transcriptome sequencing was assessed using qRT-PCR of six genes (TLR4, TGFα, WNT3, LAMB2, PPET2 and IL23α), and the expression level of these genes have significant difference between CA and NCA endometrium. 

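Of the genes measured by qRT-PCR, TLR4 and LAMB2 carried a symbol and could be followed in the libraries. TLR4, a receptor of innate immunity for bacterial lipopolysaccharide, had 5.20 ± 1.43 CPM (SD, n = 3) in CA and 15.0 ± 4.00 CPM (SD, n = 3) in NCA. Its log2 fold change was -1.53 (standard error 0.39), with an adjusted p of 0.158 from edgeR's quasi-likelihood test and of 0.0055 from DESeq2. LAMB2, the laminin beta-2 chain of basement membranes, had 211 ± 85.0 CPM (SD, n = 3) in CA and 586 ± 121 CPM (SD, n = 3) in NCA. Its log2 fold change was -1.48 (standard error 0.40), with an adjusted p of 0.174 from edgeR's quasi-likelihood test and of 0.011 from DESeq2. For both genes each CA library lay below each NCA library. This gives 0.1, the smallest p that an exact two-sided permutation test of 3 against 3 libraries allows when their pairing by doe is ignored. In the authors' FPKM the means were 0.651 ± 0.192 (SD, n = 3) and 1.65 ± 0.477 (SD, n = 3) for TLR4 and 51.9 ± 20.3 (SD, n = 3) and 150.4 ± 36.3 (SD, n = 3) for LAMB2, in CA and NCA in that order.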

The six genes also involved in immune regulation and cell adhesion. The results indicated that the expression patterns of these genes were highly consistent between the RNA-seq and qRT-PCR (Pearson's *r* = 0.765, *p* < 0.01; Supplementary Figure 2). 

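The genes expressed in all 3 libraries of both tissues numbered 12320, with 240 further genes that met the rule only in CA and 812 only in NCA. Leaving out a library eases the rule for its tissue, so the count found only in that tissue can only rise. The 240 became 468 without CA1 and 474 without CA3, and the 812 became 1212 without NCA3.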

The global transcriptome was presented in the Venn diagram (Figure 1B), we identified 12,951 known genes, and among these, 12,320 known genes were co-expressed in the CA and NCA endometrium. The results showed that many co-expressed genes were expressed in the CA and NCA endometrium, and a total of 646 DEGs was identified in the CA endometrium compared with the NCA endometrium; 590 DEGs were down-regulated and 56 DEGs were up-regulated (Figure 1C).

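SVIL, which encodes the actin-binding membrane protein supervillin and had the smallest p of the genes that carried a symbol, had 23.1 ± 3.64 CPM (SD, n = 3) in CA and 218 ± 86.9 CPM (SD, n = 3) in NCA. TNS1, a focal adhesion protein that binds actin, had 85.4 ± 34.4 CPM (SD, n = 3) in CA and 1203 ± 475 CPM (SD, n = 3) in NCA. Of the named genes higher in CA, SH3PXD2B, a scaffold of podosomes, had 373 ± 119 CPM (SD, n = 3) against 121 ± 52.4 CPM (SD, n = 3) in NCA. No gene passed edgeR's quasi-likelihood test in either direction, and the smallest adjusted p of all 13097 genes was 0.0811. At an unadjusted p under 0.05, edgeR gave 1476 genes lower and 737 higher in CA, 1878 and 323 with scaling by library size only, 993 and 149 without NCA2 and 1776 and 1551 without NCA3. DESeq2 on the counts of the tested genes called 946 genes lower and 187 higher at the thresholds given above, and all 1133 of these had the same sign in edgeR. Without CA1, edgeR called 103 genes lower and 4 higher, and without both CA1 and NCA3, left out after the data were seen, it called 170 and 11. With the doe as a block, edgeR called 0 genes, with 2476 at an unadjusted p under 0.05, and DESeq2, in a fit added after the data were seen, called 1279 lower and 541 higher. limma-voom also called 0 genes, and limma on log2(FPKM + 1) called 174 lower and 1 higher.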

**Figure 1:**
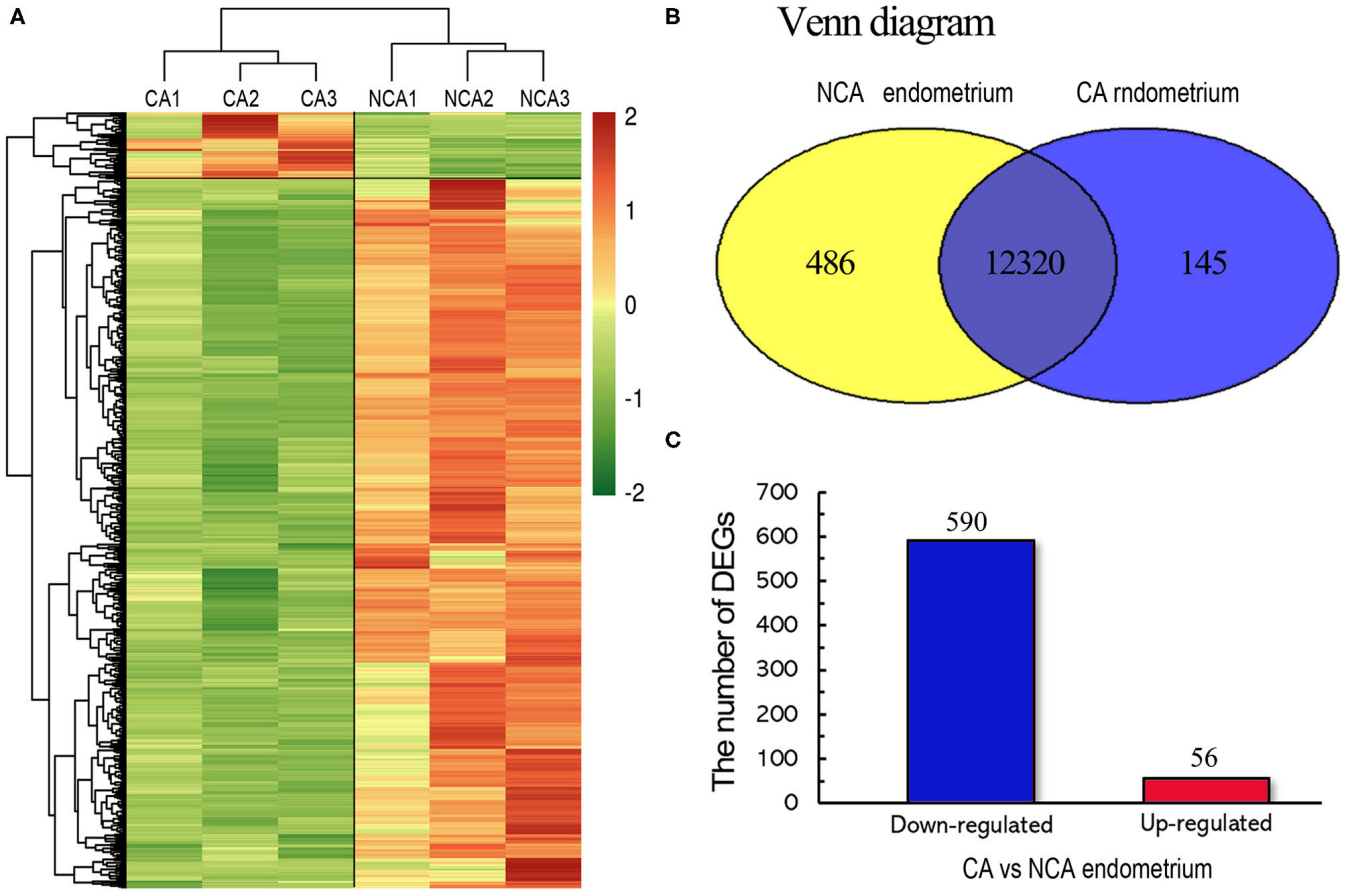
Genome-wide distribution between the chorion-attached (CA) and non-chorion-attached (NCA) endometrium of rabbit. **(A)** Heatmap diagram of DEGs and hierarchical clustering of samples. **(B)** Venn diagram of expressed known genes in the chorion-attached and non-chorion-attached endometrium. **(C)** The number of up- and down-regulated DEGs. CA1, CA2, and CA3 is the chorion-attached endometrial tissue, and NCA1, NCA2, and NCA3 is the non-chorion-attached endometrial tissue of the corresponding individual, CA1, CA2, and CA3 (*n* = 3).

### Top 20 Up and Down-Regulated Differentially Expressed Genes

A total of 646 DEGs between the chorion-attached (CA) and non-chorion-attached (NCA) endometrium were identified, and the top 20 down- and up-regulated genes in the CA endometrium are presented in Tables 2, 3, respectively. 

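Of the 20 genes of Table 2, ADAM33 and SMOC2 carried a symbol in the deposited files, and none of the 20 genes of Table 3 did. ADAM33, a membrane-bound metalloprotease, lies on chromosome 4 of OryCun2.0 from 10548900 to 10562442 and had 3.53 ± 2.56 CPM (SD, n = 3) in CA and 127 ± 44.1 CPM (SD, n = 3) in NCA. Its log2 fold change was -5.17 (standard error 0.81, adjusted p = 0.0861 from edgeR's quasi-likelihood test). SMOC2, a secreted calcium-binding matrix protein, lies on scaffold GL018930 from 125577 to 261350 and had 9.04 ± 6.34 CPM (SD, n = 3) in CA and 225 ± 21.5 CPM (SD, n = 3) in NCA. Its log2 fold change was -4.64 (standard error 0.60, adjusted p = 0.0811 from edgeR's quasi-likelihood test). DESeq2 called both genes, with adjusted p of 1.8e-09 and 3.1e-12. The paper's log2 fold changes for them, -4.532 and -4.267, are smaller in size than edgeR's. DESeq2 on all annotated genes with a prior that shrinks fold changes, added after the data were seen, gave -4.55 and -4.28. Of the 8 named genes with the smallest p among those lower in CA, the other 7 were PHKA2, TNS1, SVIL, PPP1R12B, EVA1C, WDR35 and LTK, with log2 fold changes from -4.49 for PHKA2, a regulatory subunit of phosphorylase kinase, to -2.89 for LTK, a receptor tyrosine kinase. The 8 named genes with the smallest p among those higher in CA had log2 fold changes from 1.06 for ATF1, a cAMP-responsive transcription factor, to 1.90 for ARHGAP29, a GTPase-activating protein of Rho. SMAD7, an inhibitor of TGF-beta signaling, was among them with 83.8 ± 60.7 CPM (SD, n = 3) in CA and 23.2 ± 7.84 CPM (SD, n = 3) in NCA. None of these 16 genes passed edgeR's test on all 6 libraries, SMOC2 and LTK passed it without CA1 (adjusted p = 0.0319 and 0.0334), and DESeq2 called all 16.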

*PLCL1, ADRB3, PTGIS, SLC26A10, SPEG, TAGAP, TCF23, ADAM33, MYLK, MG72, JP1, FAT4, SLC2A4, LIMS2, KCNH2, CD46, SEPT6, SLC24A2, CARD6, SMOC2* and *REEP1* were highly expressed in the NCA endometrium (Table 2) compared to the CA endometrium (log2FC =-5.644 — −4.266; FDR p < 0.05), while these genes, *PADI2, IL23A, TP63, IL20, WNT-11, EMB, FAM78A, HMGCS2, FAM65B, GJD4, CX3CR1, RTN4RL2, PHYHIP, RASL11A, CA2, DUSP10, ECEL1, PFKFB3, ARNTL2* and *CIART* were highly expressed in the CA endometrium (Table 3) compared to the NCA endometrium (log2FC = 2.475— 4.637; FDR *p* < 0.05).

**Table 2:** Top 20 down-regulated DEGs between the chorion-attached (CA) and non-chorion-attached (NCA) endometrium.

**Gene symbol**	**Full name**	***P*-value**	**FDR**	**log_**2**_FC**
*PLCL1*	Phospholipase C-like 1	4.5488E-18	9.99E-15	−5.644
*ADRB3*	Adrenoceptor-beta3	1.1556E-13	6.62E−11	−5.618
*PTGIS*	Prostaglandin I 2 synthases	1.012E-13	6.06E-11	−5.122
*SLC26A10*	Solute carrier family 26, member 10	4.6549E-15	5.22E-12	−4.777
*SPEG*	Striated muscle preferentially expressed protein kinase	3.4472E-10	6.68E-08	−4.703
*TAGAP*	T-cell activation Rho GTPase activating protein	1.9626E-24	1.29E-20	−4.693
*TCF23*	Transcription factor 23	2.4728E-14	1.92E-11	−4.563
*ADAM33*	ADAM metallopeptidase domain 33	1.7502E-12	7.69E-10	−4.532
*MYLK*	Myosin light chain kinase	8.0753E-10	1.4E-07	−4.529
*MG72/JP1*	Junctophilin-1	5.7588E-09	8.07E-07	−4.519
*FAT4*	FAT atypical cadherin 4	3.4229E-13	1.8E-10	−4.496
*SLC2A4*	Solute carrier family 2 (glucose transporter)	9.4332E-08	9.14E-06	−4.456
*LIMS2*	LIM and senescent cell antigen-like domains 2	4.2557E-11	1.17E-08	−4.413
*KCNH2*	Potassium voltage-gated channel subfamily H member 2	2.2876E-09	3.57E-07	−4.386
*CD46*	CD46 molecule, complement regulatory protein	8.9324E-07	5.94E-05	−4.370
*SEPT6*	Septin 6 (septin GTPase family)	1.5841E-10	3.48E-08	−4.332
*SLC24A2*	Solute carrier family 24 (sodium/potassium/calcium exchanger)	2.8723E-18	7.57E-15	−4.326
*CARD6*	Caspase recruitment domain family, member 6	6.3969E-10	1.17E-07	−4.302
*SMOC2*	SPARC related modular calcium binding 2	1.1588E-15	1.61E-12	−4.267
*REEP1*	Receptor accessory protein 1	1.5283E-10	3.41E-08	−4.266

**Table 3:** Top 20 up-regulated DEGs between the CA and NCA endometrium.

**Gene symbol**	**Full name**	***P-*value**	**FDR**	**log2FC**
*PADI2*	Peptidyl arginine deiminase, type II	1.3062E-07	1.19E-05	4.637
*IL23A*	Interleukin 23, alpha subunit	1.0314E-05	0.000441	3.977
*TP63*	Tumor protein p63	3.5924E-05	0.001243	3.839
*IL20*	Interleukin 20	5.0592E-05	0.001667	3.730
*WNT-11*	Protein Wnt	6.8296E-05	0.00206	3.719
*EMB*	Embigin	8.9132E-05	0.002585	3.519
*FAM78A*	Family with sequence similarity 78, member A	1.7201E-05	0.000702	3.518
*HMGCS2*	3-hydroxy-3-methylglutaryl coenzyme A synthase	0.00041207	0.008647	3.299
*FAM65B*	Family with sequence similarity 65, member B	0.00010128	0.002852	3.297
*GJD4*	Gap junction protein	0.00021237	0.005107	3.293
*CX3CR1*	CX3C chemokine receptor 1	0.00013019	0.003483	3.208
*RTN4RL2*	Reticulon 4 receptor-like 2	5.6258E-05	0.001804	3.079
*PHYHIP*	Phytanoyl-CoA 2-hydroxylase interacting protein	0.00044586	0.009195	3.050
*RASL11A*	RAS-like, family 11, member A	1.9642E-05	0.00077	2.988
*CA2*	Carbonic anhydrase 2	0.0003132	0.006972	2.880
*DUSP10*	Dual specificity phosphatase 10	0.00034109	0.007504	2.788
*ECEL1*	Endothelin converting enzyme-like 1	0.00028101	0.006357	2.749
*PFKFB3*	6-phosphofructo-2-kinase/fructose-2,6- bisphosphatase 3	0.00010232	0.002875	2.701
*ARNTL2*	Aryl hydrocarbon receptor nuclear translocator-like 2	0.00019704	0.004844	2.553
*CIART*	Circadian associated repressor of transcription	0.00037716	0.008095	2.475

### Functional Enrichment Analysis of Differentially Expressed Genes (DEGs)

The 646 DEGs were subjected to GO enrichment analysis. 

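Of the 20 terms of Fig. 2A, 13 could be tested, each with at least 5 of the 903 tested genes that carry a GO annotation in the authors' deposited splicing table, and focal adhesion was added to them as a term. The paper tested whether its called genes were over-represented in a term. Camera, used here, asks instead whether the genes of a term moved up or down together, and only within genes that have a splicing event. The 9 genes of the Z disc, the plane that anchors actin filaments in muscle, lay lower in CA than the other annotated genes, with a median log2 fold change of -1.76 and 8 of 9 genes below 0 (camera adjusted p = 3.0e-08). The 6 structural constituents of muscle had a median of -1.75 (camera adjusted p = 0.00038). The 36 genes of calcium ion binding had a median of -0.08, with 19 below 0 (camera adjusted p = 0.014). Extracellular matrix, with 21 genes and a median of 0.20, had a camera adjusted p of 0.955, and cell junction, with 18 genes and a median of 0.45, one of 0.382. Focal adhesion, with 45 genes, 15 of them below 0, and a median of 0.24, was not called (camera adjusted p = 0.723). With an estimated correlation, adjusted p was 0.246 for the Z disc, 0.287 for structural constituents of muscle and 0.246 for calcium ion binding, so that none of the 3 calls held.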

As shown in Figure 2A, the most significantly over-represented GO terms were related to the biological function of cellular or extracellular matrix interaction (extracellular space, extracellular matrix, cell junction and cell surface); the molecular function of protein kinase regulation (positive regulation of protein kinase C signaling, activation of MAPK activity); and the regulation of fiber or axon formation (positive regulation of stress fiber assembly, negative regulation of axon extension involved in guidance). KEGG analysis (Figure 2B) showed that the DEGs between CA and NCA endometrium were mainly involved in immune regulation (chemokine signaling pathways, inflammatory mediator regulation of TRP channels), reproductive hormone regulation (estrogen signaling pathway, oxytocin signaling pathway) and cellular adhesions (focal adhesion, ECM-receptor interaction). 

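Of 40 gene lists, 9 had at least 3 tested members that carried a symbol, and camera called 3 of these. Camera set the members, all with a splicing event in the authors' deposited table, against all 13097 tested genes, with or without such an event. The p-values of the lists thus compare genes selected by that table with genes that were not selected. Smooth muscle and focal adhesion plaque were lower in CA and the list of glycolysis and hypoxia, mostly genes of the response to low oxygen, was higher, and none of the 3 calls held with an estimated correlation. The 3 members of the list of cGMP-PKG and smooth muscle tone were ITPR1, an intracellular calcium channel, NPR2, a natriuretic peptide receptor, and PDE3A, a phosphodiesterase. Their log2 fold changes were 1.00, 0.13 and 1.42 (standard errors 0.59, 0.35 and 0.81), that of NPR2 turned below 0 with scaling by library size only and without CA2 or NCA2, the median of the list fell from 1.00 to 0.18 without CA3, and the list did not pass the test (camera adjusted p = 0.263). No steroid receptor or other member of the list of the uterine progesterone response carried a symbol.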

The transcriptome data strongly indicated that immune regulation and cell adhesion were the main biological functions in the mid-gestational CA and NCA endometrium.

**Figure 2:**
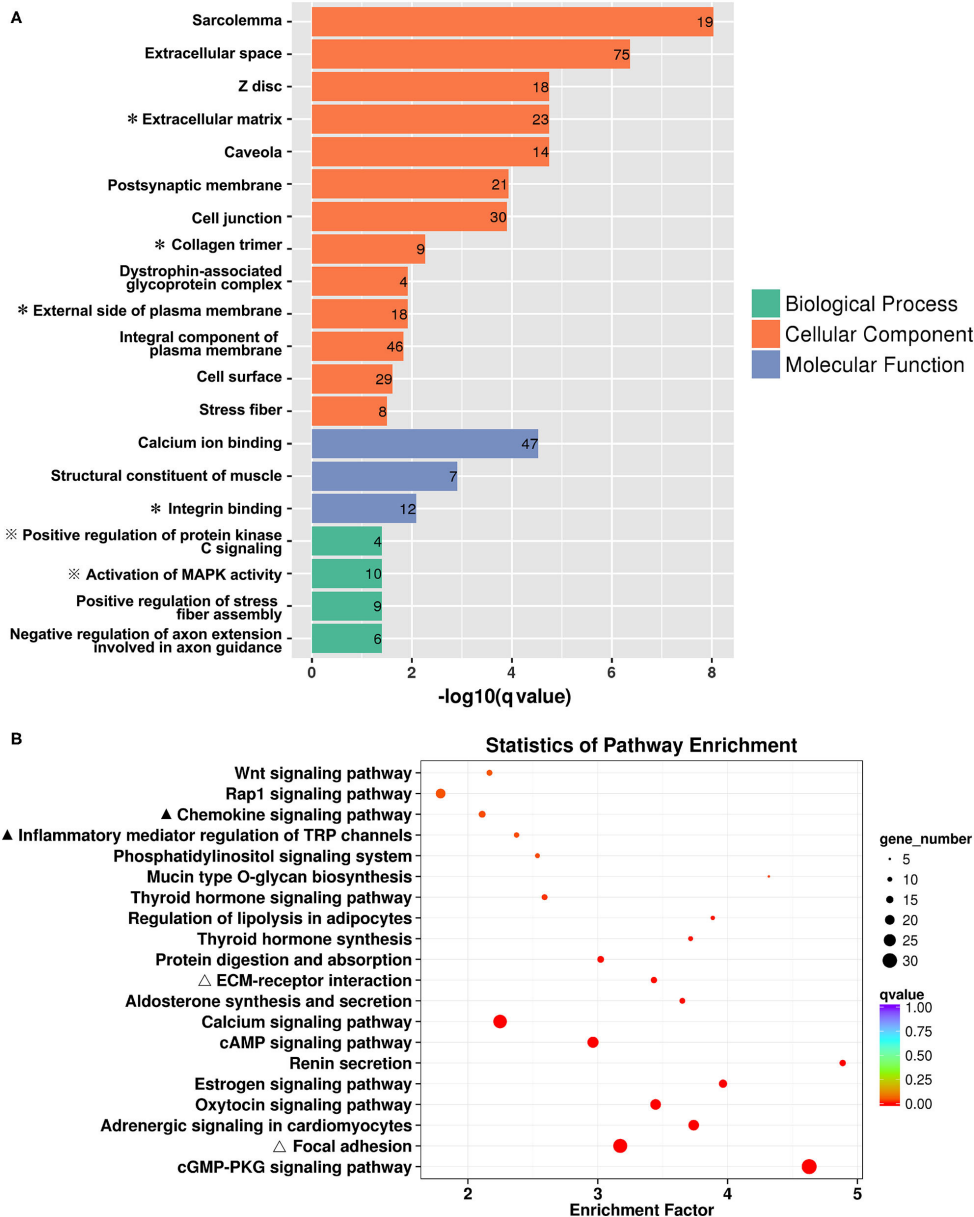
Functional enrichment of DEGs between the chorion-attached (CA) and non-chorion-attached (NCA) endometrium. **(A)** Gene ontology (GO) categories enriched for DEGs, **(B)** KEGG pathway enrichment of these DEGs. The q values were calculated using a Benjamini-corrected modified Fisher's exact test. A * next to the name indicated the GO terms that were related to ECM-receptor and cell adhesion, and ※ indicated the GO terms that were related to immunoregulation. A ▴ indicated the KEGG pathways involved in immunoregulation, and a Δ indicated the KEGG pathways that were involved in ECM-receptor interaction and cell adhesion.

### Differential Expression of Genes Related to Inflammatory Mediator Regulation and Chemokine Signaling Pathways

The maintenance of pregnancy requires proper physiological regulation of immune system function (16–18), and the KEGG analysis of DEGs indicated the up-regulation of genes involved in inflammatory mediator regulation of TRP channel and chemokine signaling pathways in the CA and NCA endometrium. Therefore, these inflammatory mediator regulatory genes in the TRP channel and chemokine signaling pathways were analyzed. A total of 148 genes related to inflammatory mediator regulation of TRP channels were expressed in CA and NCA endometrium, of which 11 had significant differences in expression between CA and NCA. 210 genes related to the chemokine signaling pathway were detected in CA and NCA endometrium, of which 14 had significant differences in expression between CA and NCA. This list of DEGs involved in inflammatory mediator regulation of TRP channels and chemokine signaling pathways was used to construct an interaction network and expression heatmap (Figure 3). Among the 14 DEGs related to chemokine signaling pathways, nine of them were assigned to two interaction networks (Figure 3A). 

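Of the list of chemokine signal transduction, 12 members carried a symbol and were tested, 3 with less and 9 with more RNA in CA. STAT3, a transcription factor downstream of cytokine receptors, had 172 ± 86.1 CPM (SD, n = 3) in CA and 383 ± 60.2 CPM (SD, n = 3) in NCA, a log2 fold change of -1.16 (standard error 0.45, adjusted p = 0.275 from edgeR). GRB2, an adaptor between receptor tyrosine kinases and Ras, had 239 ± 29.6 CPM (SD, n = 3) in CA and 140 ± 39.2 CPM (SD, n = 3) in NCA, a log2 fold change of 0.77 (standard error 0.30, adjusted p = 0.273 from edgeR). The median log2 fold change of the list was 0.46, no member passed the test over all genes or adjusted over the list alone, and the list did not pass the test (camera adjusted p = 0.263). Without CA2 the list was called higher in CA (camera adjusted p = 0.0464), and the values without each other library in turn reached up to 0.719, without CA3, where the median of the list was 0.13. CX3CR1 and GNG11 carried no symbol in the deposited files and were not analysed here.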

The expression of *CX3CR1* and *GNG11* in the CA was greater than in the NCA endometrium, and the other 12 DEGs in the CA were lower than in the NCA endometrium (Figure 3C). 

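Of the list of inflammatory mediators of TRP channels, 7 members were tested, 1 with less and 6 with more RNA in CA, and the median log2 fold change was 0.93 (camera adjusted p = 0.263). Without CA3 the median was 0.21, without NCA2 0.61, and with scaling by library size only 0.59. TRPV2, a cation channel, had 67.5 ± 19.8 CPM (SD, n = 3) in CA and 35.5 ± 14.9 CPM (SD, n = 3) in NCA. PRKCD, protein kinase C delta, had 60.2 ± 47.5 CPM (SD, n = 3) in CA and 24.9 ± 4.28 CPM (SD, n = 3) in NCA. No member passed edgeR's test over all genes or adjusted over the list alone. ENSOCUG00000021234, on scaffold GL018755 from 254163 to 254885, had 0.656, 182 and 25.6 CPM in CA1, CA2 and CA3 and 0.181, 0.392 and 2.06 CPM in NCA1, NCA2 and NCA3. Its log2 fold change was 6.31 (standard error 1.96, adjusted p = 0.216 from edgeR's quasi-likelihood test and 0.00048 from DESeq2), and CA1 lay below NCA3, although CA lay above NCA in each of the 3 does. For ARHGAP29 the values were 286 ± 156 CPM (SD, n = 3) in CA and 76.5 ± 34.2 CPM (SD, n = 3) in NCA.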

Among the 11 DEGs related to inflammatory mediator regulation of the TRP channel, the expression of ARHGAP29, ENSCOCUG00000021234 (LOC100246323) in the CA was greater than in the NCA endometrium, and the other 9 DEGs in the CA were lower than in the NCA endometrium (Figure 3B). Nine of them were assigned to an interaction network (Figure 3D). Moreover, the interaction networks of DEGs in inflammatory mediator regulation of TRP channel and chemokine signaling pathways have six of the same hub-genes (*PLCB1, PLCB4, PIK3R3, ADCY5, 6* and *8*). These results suggested that the hub-genes related to immunoregulation had a lower expression level in the CA endometrium compared to the NCA endometrium.

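None of the 6 hub genes carried a symbol in the deposited files. ADCY3, another adenylate cyclase and a member of both lists fixed for these pathways, had 14.2 ± 3.78 CPM (SD, n = 3) in CA and 30.9 ± 8.22 CPM (SD, n = 3) in NCA. Its log2 fold change was -1.12 (standard error 0.33, adjusted p = 0.202 from edgeR's quasi-likelihood test and 0.037 from DESeq2). ADCY4, also an adenylate cyclase on both lists, went the other way. It had more RNA in CA, since ADCY3 was the only tested member of the TRP channel list with less.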

**Figure 3:**
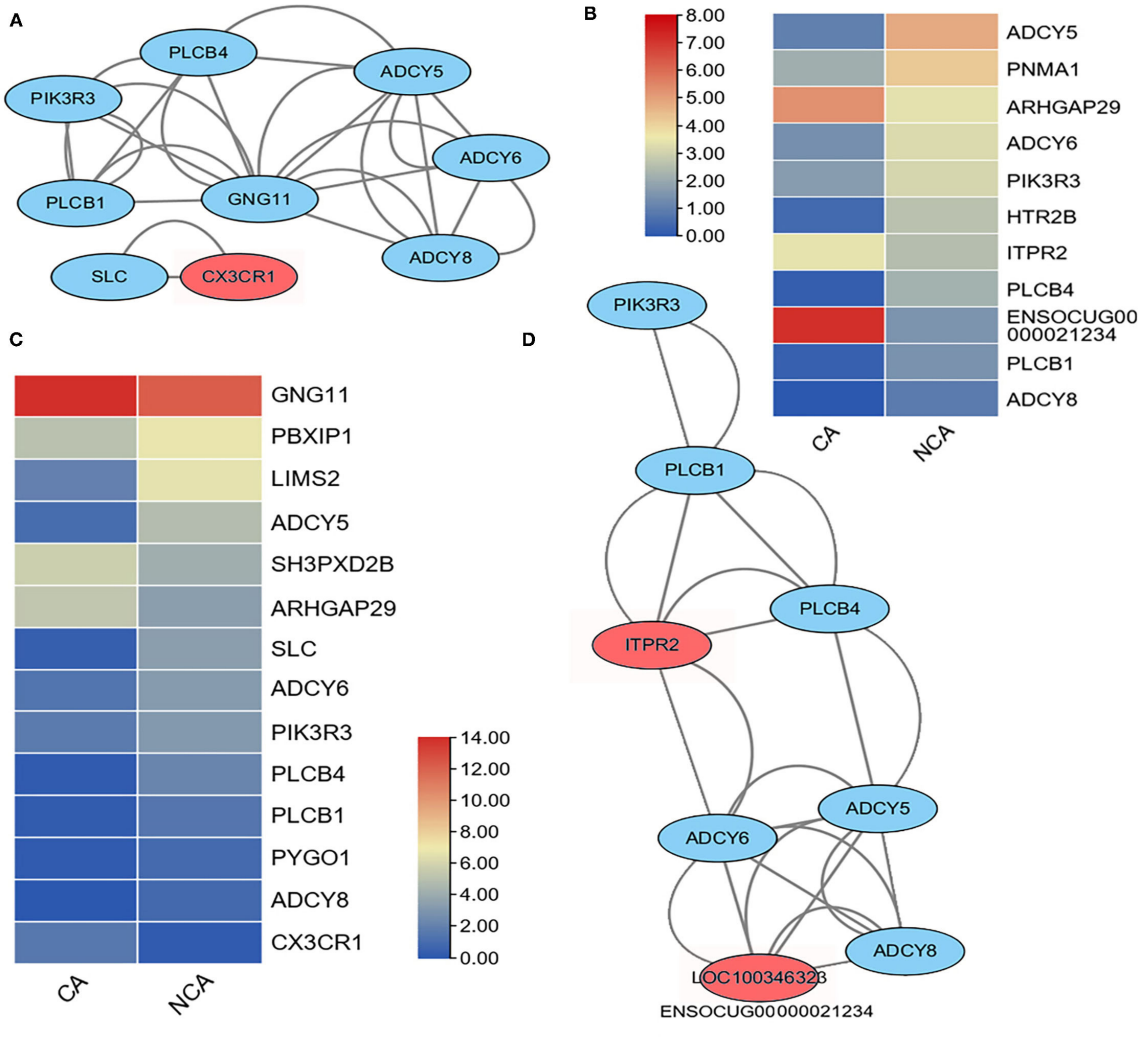
Heatmap and interaction network of differentially expressed genes related to inflammatory mediator regulation of TRP channels and chemokine signaling pathways. **(A)** interaction network and **(C)** expression heatmap of DEGs related to chemokine signaling pathway. **(D)** interaction network and **(B)** expressive heatmap of DEGs related to inflammatory mediator regulation of TRP channels. The expression level of genes between the chorion-attached endometrium (CA) and the homologous non-chorion-attached endometrium (NCA) were compared using paired *t*-test using PFKM of each DEG in the pathway. The interaction network of the DEGs in the inflammatory mediator regulation of TRP channels and chemokine signaling pathways were constructed with online tool String 11.5.

### Differential Expression of Genes Related to Focal Adhesion and ECM-Receptor Interaction

The KEGG analysis of the current study revealed the DEGs that were enriched in the function of focal adhesion and ECM-receptor interaction, while embryo attachment and implantation and pregnancy maintenance were related to the extracellular matrix (ECM) and focal adhesion (13–15). These genes were analyzed and 28 DEGs in the CA vs. NCA were found among the 215 observed genes related to focal adhesion, and only the expression level of the ARHGAP29 gene in the CA endometrium was significantly higher than that in the NCA endometrium (Figure 4A). 

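Of the list of focal adhesion plaque proteins, 10 members were tested, 6 with less and 4 with more RNA in CA, and the median log2 fold change was -1.13. No member passed edgeR's test over all genes, and 5 passed in the direction of lower RNA in CA when adjusted over the list alone. PPP1R12A, a targeting subunit of myosin phosphatase, had 79.6 ± 18.5 CPM (SD, n = 3) in CA and 269 ± 102 CPM (SD, n = 3) in NCA, a log2 fold change of -1.76 (standard error 0.37, adjusted p = 0.118 from edgeR and 0.0012 from DESeq2). The list lay lower in CA than the other tested genes (camera adjusted p = 0.00052), with an adjusted p of 0.438 with an estimated correlation. Its members FLNA, MYL9 and PPP1R12B are also on the smooth muscle list, and without them the camera adjusted p was 0.263 and the median log2 fold change was 0.39. The median thus changed sign, while camera's direction stayed down.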

An interaction network was constructed from the 23 DEGs related to focal adhesion (Figure 4B). Among the 86 observed genes related to ECM-receptor interaction, 13 DEGs of CA vs. NCA were used to construct an interaction network (Figure 4C). 

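ITGB4, the integrin beta-4 chain of hemidesmosomes, had 9.39 ± 1.73 CPM (SD, n = 3) in CA and 63.2 ± 30.9 CPM (SD, n = 3) in NCA, a log2 fold change of -2.75 (standard error 0.47, adjusted p = 0.0973 from edgeR and 1.2e-05 from DESeq2). HSPG2, which encodes the basement membrane proteoglycan perlecan, had 158 ± 63.9 CPM (SD, n = 3) in CA and 957 ± 203 CPM (SD, n = 3) in NCA, a log2 fold change of -2.60 (standard error 0.42, adjusted p = 0.0875 from edgeR and 3.4e-08 from DESeq2). Of 6 tested basement membrane genes, HSPG2 and LAMB2 were lower in CA when adjusted over the list alone, and the other 4, with log2 fold changes above 0, did not pass. That list was not called (camera adjusted p = 0.737), its median of 0.91 ran from 0.44 without NCA1 to 1.97 without NCA3, and camera's direction turned from down to up without CA2, without NCA3 and with scaling by library size only. Of 6 integrin genes 3 had less and 3 more RNA in CA, and ITGB4 was the 1 that passed when adjusted over the list alone (camera adjusted p = 0.324). Of 4 genes of the interstitial matrix, COL16A1 passed over the list alone, with 25.8 ± 7.73 CPM (SD, n = 3) in CA and 59.7 ± 9.63 CPM (SD, n = 3) in NCA (camera adjusted p of the list 0.329). ENSOCUG00000006112 had 1 count over the 6 libraries and was not tested. ENSOCUG00000007056, a label in Fig. 4, had 14.9 ± 10.5 CPM (SD, n = 3) in CA and 90.6 ± 60.2 CPM (SD, n = 3) in NCA, a log2 fold change of -2.61 (standard error 0.66, adjusted p = 0.157 from edgeR and 0.0035 from DESeq2).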

The expression level of these 13 genes in the NCA endometrium was significantly higher than that in the CA endometrium (Figure 4D). The interaction networks of DEGs in focal adhesion and ECM-receptor interaction pathway shared the same 10 hub-genes (*THBS1, 3*, and *4, ITGB4, ITGA9, COL4A5* and *6, COL28A1, LAMB2, ENSOCUG00000006112*). These results suggested that the genes related to focal adhesion and ECM-receptor interaction had a higher expression level in the NCA endometrium than in the CA endometrium, and THBS, collagen (COL), laminin (LAMB), and integrin (ITG) were hub-genes in the focal adhesion and ECM-receptor interaction pathway.

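Transcripts of the contractile apparatus of smooth muscle were lower in CA than in NCA as a group (camera adjusted p = 2.7e-09), a call that did not hold with an estimated correlation (adjusted p = 0.264). Its members all had a splicing event in the authors' deposited table, whereas the genes they were set against were not selected in this way. Of 10 tested members of the smooth muscle list, 9 had less RNA in CA, and the median log2 fold change was -2.25. In this direction 6 passed when adjusted over the list alone, and none over all genes by edgeR on all 6 libraries. Of the members given single values here, DESeq2 called TAGLN, MYL9, SMTN, PPP1R12B, MYH11 and TPM2, with MYH11 and TPM2 chosen after their values were seen. TAGLN, an actin-bundling protein of smooth muscle, had 32.3 ± 39.1 CPM (SD, n = 3) in CA and 1452 ± 404 CPM (SD, n = 3) in NCA, a log2 fold change of -5.49 (standard error 1.04, adjusted p = 0.11 from edgeR and 3.3e-08 from DESeq2). Most of its RNA in CA was in CA1, with 77.4 CPM against 8.84 in CA2 and 10.7 in CA3, and without CA1 TAGLN passed edgeR's test at a log2 fold change of -7.24 (adjusted p = 0.0274). MYL9, the regulatory light chain of smooth muscle myosin, had 295 ± 83.1 CPM (SD, n = 3) in CA and 2517 ± 895 CPM (SD, n = 3) in NCA, and SMTN, smoothelin, had 158 ± 22.3 CPM (SD, n = 3) in CA and 582 ± 149 CPM (SD, n = 3) in NCA. PPP1R12B, another myosin phosphatase subunit, had 15.1 ± 5.23 CPM (SD, n = 3) in CA and 138 ± 65.3 CPM (SD, n = 3) in NCA. In 8 of the 10 members each CA library lay below each NCA library, as for 1814 of the 13097 tested genes, where chance gives 5% in this direction. From the lower levels of differentially expressed genes of both pathways in CA and from the genes shared by their networks, the paper proposes that focal adhesion and ECM-receptor interaction genes are expressed more highly in NCA, with thrombospondins, collagens, laminin and integrins as hub genes. By immunostaining, the paper also located integrin-β and THBS1 protein in NCA epithelium and did not detect them in CA.

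**Figure D2:**
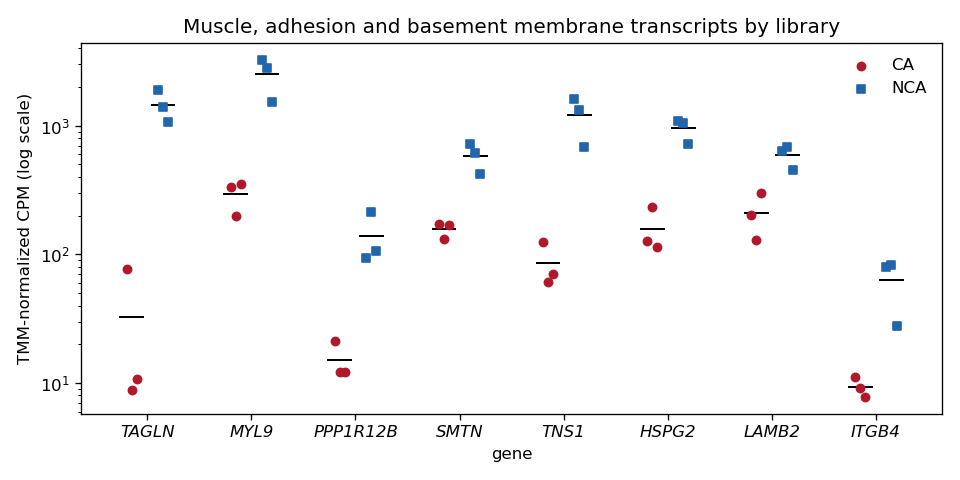
TMM-normalized CPM on a log axis of 8 genes in the 3 CA libraries (red circles) and the 3 NCA libraries (blue squares), with a black line at the mean of each tissue. For each of the 8 genes the 3 CA libraries lie below the 3 NCA libraries, as for TAGLN with means of 32.3 and 1452 CPM.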

**Figure 4:**
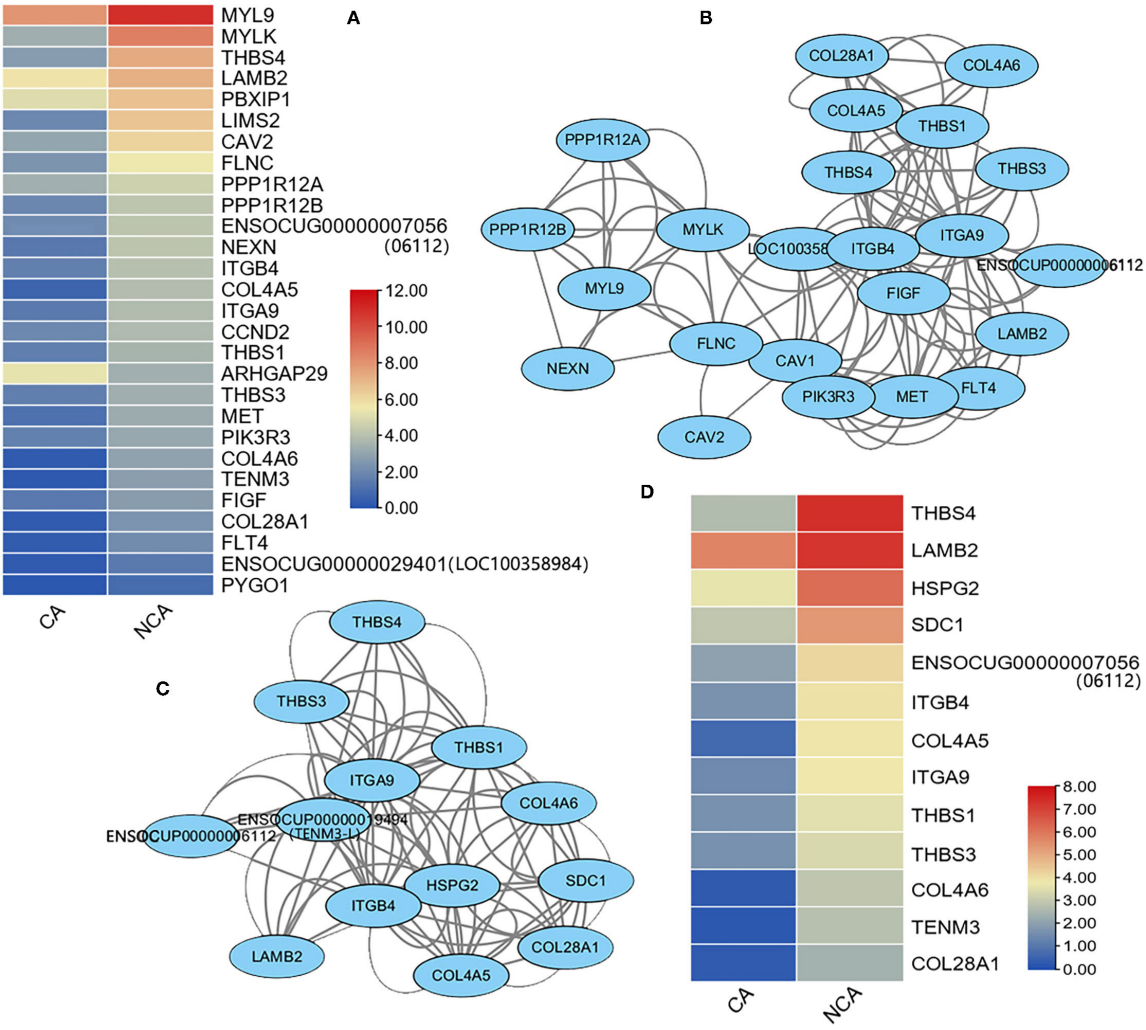
Heatmap and interaction network of differentially-expressed genes related to focal adhesion and ECM-receptor interaction signaling pathways. **(A)** Expression heatmap, **(B)** interaction network of DEGs related to focal adhesion, **(C)** interaction network, and **(D)** expression heatmap of DEGs related to ECM-receptor interaction. The expression level of genes between the chorion-attached endometrium (CA) and the homologous non-chorion-attached endometrium (NCA) were compared using paired *t*-test according PFKM of each DEG in the pathway. The interaction network of the DEGs in focal adhesion and ECM-receptor interaction signaling pathways were constructed with online tool String 11.5.

### Concentration of IL-1β, IL-6 and IL-8 and Localization of Integrin-β and THBS in the NCA Endometrium

Integrin-β and THBS were localized in the CA and NCA endometrium by immunohistochemical (IHC) assay on paraffin-section or cryosection slides (Figures 5A–F). Integrin-β and THBS1 at high abundance were localized in the luminal epithelium and the glandular epithelium of the NCA endometrium. Conversely, integrin-β and THBS1 were not detected in CA endometrial cells at the maternal-fetal interface. To ascertain the immune situation in the CA and NCA endometrium, the concentration of IL-8, IL-6 and IL-1β were measured in the serum, the CA and the NCA endometrium (Figures 5G–I) using enzyme-linked-immunosorbent serologic assay (ELISA), The concentrations of IL6 and IL-8 in the CA and NCA endometrium were significantly much higher than in the sera (*p* < 0.05), and the concentration of IL-1β in the CA endometrium was significantly greater than that in the sera (*p* < 0.05). These data suggest that chemokines and pro-inflammatory cytokines accumulated at the maternal-fetal interface. In addition, the concentration of estradiol (E2) and progesterone (P) in serum was greater than that in the CA endometrium (*p* < 0.05), and the concentration of P in serum was greater than that in the NCA endometrium (*p* < 0.05) (Figures 5J,K).

**Figure 5:**
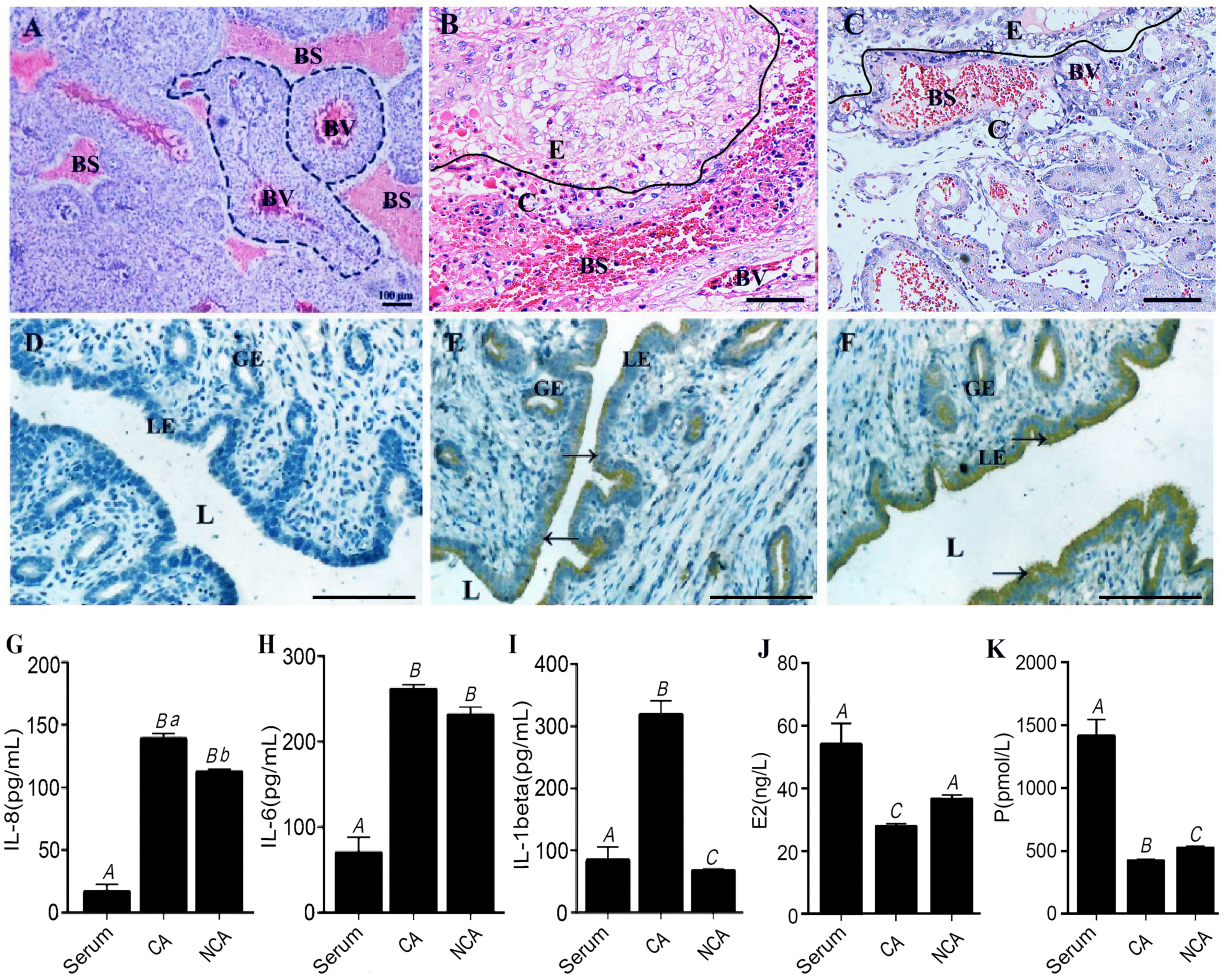
Concentration of IL-1β, IL-6 and IL-8 and localization of integrin-β and THBS in the CA and NCA endometrium. **(A,D)** are the negative controls for the placenta and endometrium in the immunohistochemical (IHC) assay. Integrin wasn't present in the placenta **(B)**, but was localized in the NCA endometrium **(E)**. THBS1 wasn't present in the placenta **(C)**, but was localized in the NCA endometrium **(F)**. Dotted line in this figure **(A)** indicated the placental villi in blood sinus of maternal endometrial layer. BV, blood vessels in the placental villi; BS, blood sinus of maternal endometrial layer; E, CA endometrium; C, chorion; L, lumen; LE, luminal epithelium; GE, glandular epithelium. Scale bar in **(A–F)** is 100 μm. **(G–K)** respectively indicated the concentration of IL-8, IL-6, IL-1β, Estradiol (E2) and Progesterone (P) in the serum, CA and NCA endometrium. The concentration was compared turkey's test, and different capital letters meant *p* < 0.01, while different lowercase letters meant *p* < 0.05. → Positive cells by IHC. CA, chorion-attached endometrium; NCA, non-chorion-attached endometrium.

## Discussion

Our study has revealed a difference in gene expression between the chorion-attached (CA) and non-chorion-attached (NCA) endometrium of mid-gestation in rabbit. (1) 646 DEGs between the CA and NCA endometrium were identified, and (2) the DEGs were mainly involved in immune regulation, reproductive hormone regulation and cellular adhesion. (3) The hub-genes related to inflammatory mediator regulation of TRP channel and chemokine signaling pathway, and related to focal adhesion and the ECM-receptor interaction signaling pathway in NCA endometrium were significantly higher than in CA endometrium. (4) IL-6 and IL-8 in the endometrium were significantly much higher than in the sera at mid-gestation.

In our study, transcription in the NCA endometrium was more active than that in the CA endometrium. 

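Over the 13097 tested genes the median log2 fold change of CA over NCA was 0.08 after TMM scaling and 0.07 after RLE scaling. It was -0.21 when counts were scaled by library size only, and 0.23 over genes with a log2 CPM of at least 5. Within the 3 does, the median log2 ratio of CA over NCA was -0.01, 0.04 and -0.04 after TMM scaling. TMM and RLE take most genes as unchanged and so set such medians near 0. These medians therefore cannot show whether transcription as a whole differed between the tissues. Counts of this kind give each transcript relative to the others in its library and carry no measure of the total RNA per cell or tissue.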

The top 20 down- and up-regulated DEGs in the CA endometrium have been identified in several studies. The *SLC2A4, SLC24A2, SLC26A10, PLC1, PTGIS, MYLK, IL23A, WNT3*, and *WNT11* genes in the maternal placenta (the chorion-attached endometrium) have been detected in the placenta-attached decidua of horses (27), rats (28), humans (22) and hamsters (29). The solute carrier (SLC) superfamily is the largest group of membrane transporters, comprising 65 families (SLC1-65) with more than 400 identified genes, and *SLC2A4* is in the glucose/glucosamine transporter family (30). Previous studies revealed that SLC2 is the most abundant glucose transporter in human endometrium and is up-regulated during decidualization (31). *SLC24A2* and *SLC26A10* are members of the Na+/Ca2+-K+ exchanger family and multifunctional anion exchanger family, respectively (32). *TAGAP, LIMS2, IL23A, IL20*, and *CX3CR1* are involved in immune regulation of the cross-talk between decidual stromal cells, trophoblast cells, and immune cells during pregnancy (33). *GJD4, IL23A, WNT11, CX3CR1, TP63*, and *IL20* regulate multicellular organismal processes and responses to stimuli (34–38). ADRB3, PLCL1, and PTGIS are involved in biological regulation and responses to stimuli (39–42).

Previous studies indicated that the PKC and MAPK signaling pathways are widely involved in vascular remodeling, trophoblast invasion, and intracellular signal pathways in the process of placental development in the decidualized endometrial layer (43–45). Pregnancy results in an immuno-suppressed state that is necessary for the maternal immune system to tolerate the developing fetus (46). During pregnancy, the maternal immune system adapts to permit tolerance of the fetal allograft while maintaining a defense against harmful pathogens (47, 48). The innate immune system plays an essential role and maintains an appropriate environment for the developing fetus while still protecting the health of the mother (46). The mid-gestational placenta supports proportional fetal growth, organ development and fine-scale differentiation, as well as continuing maternal adaptation to pregnancy (22). A successful pregnancy requires a fine-tuned and highly regulated equilibrium between immune activation and embryonic antigen tolerance (49). Activation of the ECM receptors and interaction with the PI3K-Akt signaling pathway are involved in maintaining maternal tolerance (50). Focal adhesions are macromolecular complexes comprised of heterodimeric transmembrane integrin receptors that regulate ECM receptors on the luminal epithelium of the endometrium (51, 52). It has been reported that focal adhesions play an important role at the maternal-fetal interface in many species (51). Our study also confirmed involvement of the endometrium in this physiological function in mid-gestation.

The maintenance of pregnancy requires proper physiological regulation of immune system function (16–18), and hub-genes related to immunoregulation had a lower expression level in the CA endometrium compared to the NCA endometrium in the present study. Some studies have demonstrated that a variety of chemokines were expressed in the endometrium and decidua in early pregnancy (53–58), and a successful pregnancy depends on the spatiotemporal expression of chemokines and signal pathway members in different stages of pregnancy to achieve the decidualization of uterine luminal epithelium, trophoblast adhesion, embryo implantation and immune tolerance (59, 60). Messenger RNA expression of the chemokines, CCL2, CCL4, CCL5, CCL8, CXCL2, CXCL8, CXCL10 and CXCL12, and both the mRNA and protein of their receptors, CCR1, CCR2, CCR3, CCR5, CXCR2, CXCR3, and CXCR4, were detected in porcine luminal epithelial cells (53). CXCL12 and CXCR4 were expressed at the maternal-fetal interface of mouse, and CXCL12 increased migration of regulatory T cells into the uterus during pregnancy (61). Our results revealed that the genes related to inflammatory mediator regulation of the TRP channel and chemokine signaling pathways were expressed in the CA and NCA endometrium, and their expression in NCA endometrium was higher than in CA endometrium. The results were consistent with previous results showing that placenta has the function of immune escape (16–18). Embryo implantation evolved an ancestral inflammatory attachment reaction (60) and immune cytokines and cells in the decidua and endometrium maintain intrinsic inflammatory responses and immune modulating secretion (33, 55, 60).

The interaction of ECM and integrin is widely involved in intercellular adhesion, crosstalk and communication (62), and involved in embryo implantation in the endometrium in the proliferative phase and the decidualized endometrium of rat (63), sheep (64), dog (65), human (66), goat (67) and mouse (68). The THBS family, THBS1, THBS3, and THBS4, play key roles in the success of pregnancy recognition, implantation and maintenance (69). Integrins are glycoprotein transmembrane receptors that exist as heterodimers composed of non-covalently linked alpha and beta subunits, and they are critical for the formation of focal adhesions, cell migration, proliferation and development of the actin cytoskeleton. Integrins regulate adhesion at the fetal-maternal interface by interacting with secreted phosphoprotein 1 and fibronectin (FN) (70). The thrombospondins are ECM proteins belonging to the THBS family consisting of five members (71), and they can interact with various ECM proteins, cytokines, receptors, and growth factors (71, 72). The ECM-integrin ligand plays a key role in the process of embryo adhesion at the maternal-fetal interface. Our study revealed a novel finding that the ECM-integrin ligands were highly expressed in the NCA endometrium, but not in the CA endometrium at mid-gestation. Previous studies confirmed that some chemokines from the placenta could regulate ECM and adhesion molecules (73). According to our data, the CA and NCA endometria released chemokines in mid-gestation that might up-regulate ECM-integrins in the NCA endometrium; then, uterine luminal epithelial adhesions could build a barrier of immune tolerance and defense around the conceptus.

The current study suggests that our understanding of the mechanism of the immune tolerance of the CA and NCA endometrium, makes it likely that the chemokines from the maternal-fetal interface induce expression of ECM-integrins in the adjacent endometrium to build an adhesive cellular barrier.

## Conclusions

Based on the transcriptomes of the CA and NCA endometrium at the mid-stage of pregnancy, we found differences in the gene expressive profile between the CA and NCA endometrium of rabbit. In particular, transcription in the NCA endometrium was more active than that in the CA endometrium, and the hub-genes related to inflammatory mediator regulation of TRP channels, chemokine signaling, focal adhesion and ECM-receptor interaction signaling pathways in the NCA endometrium were significantly higher than those in the CA endometrium. The results provide the reference for understanding the CA endometrium mediates maternal and fetal immune tolerance, and the involvement of the NCA endometrium in cell adhesion. However, there are few studies on the gene expression profiles of CA and NCA endometrium, and some placental membrane cells maybe invade in the CA endometrium. Therefore, the spatial transcriptome of placenta and endometrium will provide us with a more complete picture of the expression profile of the associated genes and their function in the CA and NCA endometrium.

## Data Availability Statement

The datasets presented in this study can be found in online repositories. The names of the repository/repositories and accession number(s) can be found below: https://www.ncbi.nlm.nih.gov/geo/, GSE152905.

## Ethics Statement

The animal study was reviewed and approved by Animal Ethics Monitoring Committee of Sichuan Agricultural University and Sichuan Animal Science Academy (Appr. No. SASA201905).

## Author Contributions

XM and MZ: conceptualization. LX and YZ: data curation and writing the original draft. XM: funding acquisition. LK, CL, and ZG: resources. MY, XX, and DH: methodology. MY, CL, YR, and ZW: investigation. MZ: reviewing and editing the draft. All authors contributed to the article and approved the submitted version.

## Funding

This work was supported by the Fundamental Research Funds for the Sichuan Province Institute of Animal Husbandry Research (SASA201905).

## Conflict of Interest

The authors declare that the research was conducted in the absence of any commercial or financial relationships that could be construed as a potential conflict of interest.

## Publisher's Note

All claims expressed in this article are solely those of the authors and do not necessarily represent those of their affiliated organizations, or those of the publisher, the editors and the reviewers. Any product that may be evaluated in this article, or claim that may be made by its manufacturer, is not guaranteed or endorsed by the publisher.

# Supplementary material for: Transcriptome Comparison of Chorion-Attached and Non-chorion-attached Endometrium in Mid-gestation of Rabbit
**Source:** Front Vet Sci. 2022 Mar 10;9:838802. doi: 10.3389/fvets.2022.838802
**Supplement:** Supplementary file 1

**Transcriptome comparison of chorion-attached and non-chorion-attached endometrium in mid-gestation**

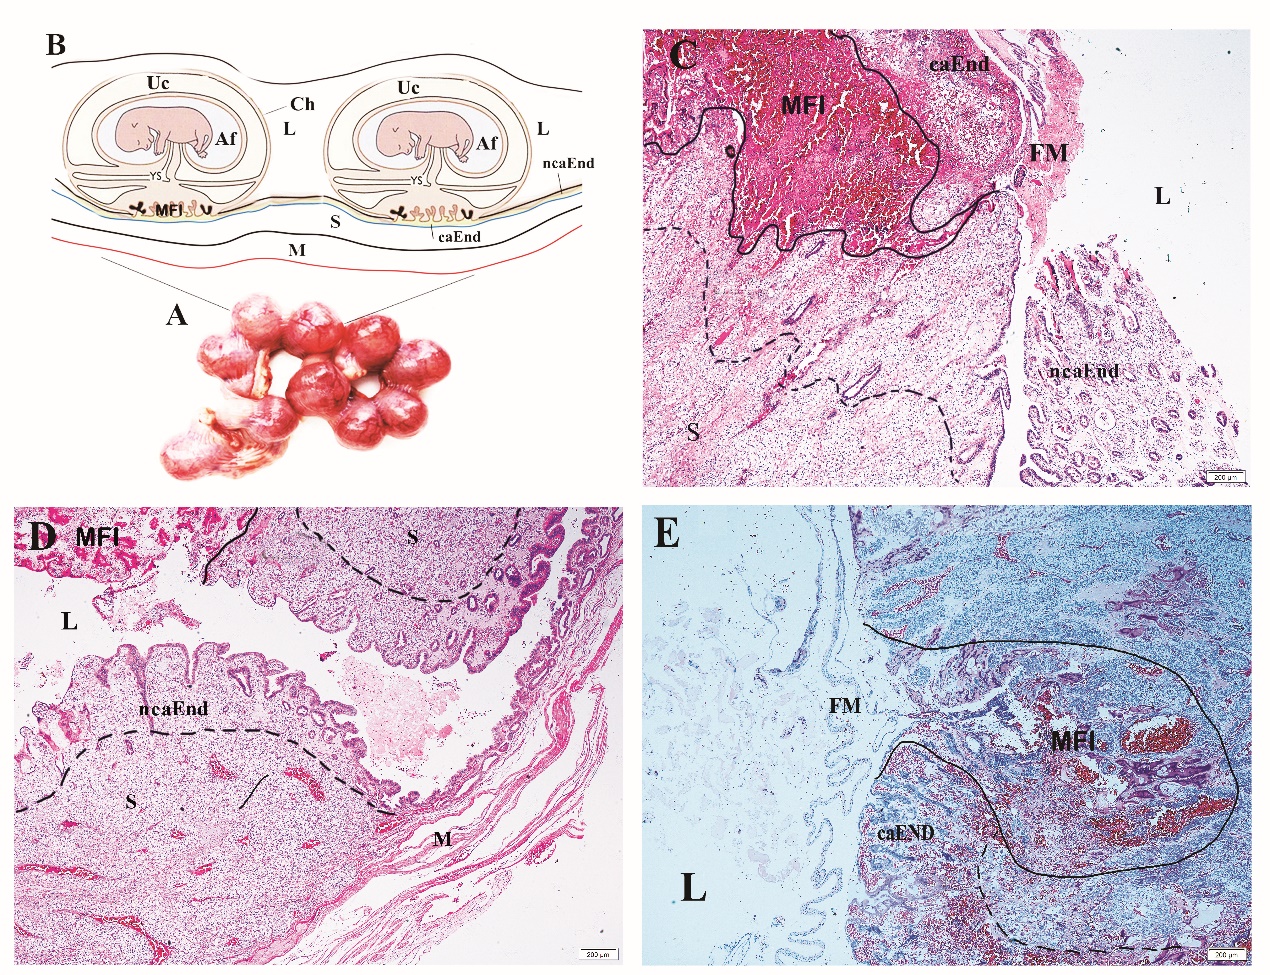

**Supplementary Figure S1** **Sampling diagram and sample evaluation**. (**A**) The uterine body with ten fetuses in mid-gestation. (**B**) Sample diagram: caEnd indicated the chorion-attached endometrium (the decidua), ncaEnd indicated the non-chorion-attached endometrium (endometrium) (Ch: chorion; S: stromal layer of endometrium; M: myometrium of uterine wall; Af: amniotic fluid cavity; L: uterine lumen; YS: Yolk sac). (**C**)(D)(E) Hematoxylin-eosin staining of placental cryo-sections for three sample evaluation (MFI: maternal-fetal interface; FM: membrane; S: stromal layer of endometrium. Scale bar = 200 μm).

**Supplementary Table S1.** Primer information and annealing temperatures for qRT-PCR.

| **Gene**  **symbol** | **Primer** | **Ta(℃)** | **Product**  **length** | **Accession No.** |
| --- | --- | --- | --- | --- |
| *β-actin* | F: 5’-GGAGATCGTGCGGGACAT-3’ | 60°C | 223 bp | NM_001101683.1 |
|  | R: 5’-GTTGAAGGTGGTCTCGTGGAT-3 |  |  |  |
| *TLR4* | F: 5’-GAGCACCTGGACCTTTCAAATAAC-3 | 60°C | 235 bp | NM 001082732 |
|  | R: 5’-GAACTTCTAAACCACTCAGCCCTTG-3 |  |  |  |
| *IL23A* | F: 5’-CGTTGCATCAGGGAGGTGAT-3 | 60°C | 103 bp | XM_002711079.3 |
|  | R: 5’-GGTAGCTGAGAATGCACGGT-3 |  |  |  |
| *TGFA* | F: 5’-CTCTGTCTGCTCGGGTTGTT-3 | 60°C | 132 bp | XM_008254277.2 |
|  | R: 5’-TGGACTTGGACGCTGATGAC-3- |  |  |  |
| *WNT3* | F: 5’-TTGAGTCTTTCGCGGTGCTC-3 | 60°C | 123 bp | XM_008271640.2 |
|  | R: 5’-CTAAGGCAGCTTTGATGGGC-3 |  |  |  |
| *LAMB2* | F: 5’-AATCCTGTCTGCCTTGAGCC-3 | 60°C | 107 bp | XM_002713417.2 |
|  | R: 5’-GTCACCCCCGCTAAACATCT-3 |  |  |  |
| *PPET2(END2)* | F: 5’-CTGTGCCTCACCTGTCTGTA-3 | 60°C | 173 bp | XM_008263945.2 |
|  | R: 5’-TTCCCCTGGTCAGCCAATTC-3 |  |  |  |

Ta: Annealing temperature.

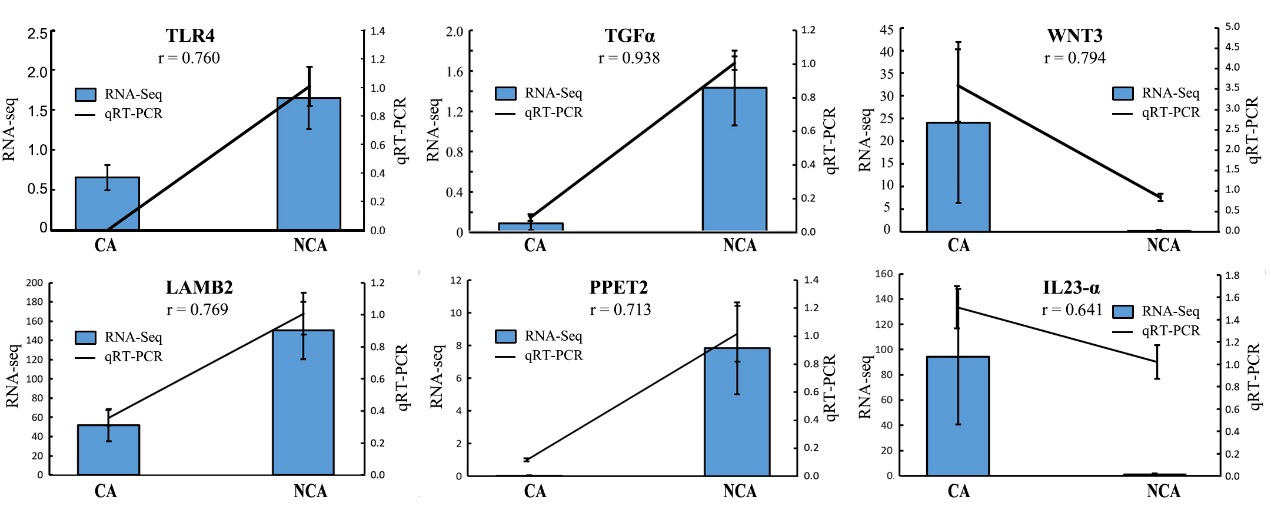

**Supplementary Figure S2** Validation of DEGs by qPCR. The *r* value represents the Pearson correlation coefficient between two methods. CA=chorion-attached endometrium, NCA=non-chorion-attached endometrium.

How the deposited data were processed for this re-analysis (not part of the article)

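RNA from 3 CA and 3 NCA endometrium samples of 3 does on day 14 of gestation was analysed as 6 libraries. The authors aligned reads to OryCun2.0 and made the count and FPKM values of each gene before they deposited them, and the submitters' processing notes name TopHat2, Cufflinks and Cuffnorm. The program that gave the counts is not given in the sources used here. The deposited FPKM values were rescaled between libraries by the authors, and the deposited signal column held each count times 1 factor per library, set by the authors, from 0.885 in NCA2 to 1.49 in CA3. The p-value and FDR columns of the authors' deposited splicing table came from their own comparison, and every listed event had an FDR under 0.05. That table does not say which libraries form its 2 groups, so no direction was taken from it, and 4 columns of per-sample values in it were not used.

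Counts were used as deposited, for 25177 genes, with 13937823 to 17148627 counts per library. Genes were filtered with edgeR's filterByExpr, scaled by TMM and tested with edgeR 4.0.16 by glmQLFit and glmQLFTest with tissue as the only term, which left 13097 genes tested. Calls needed a Benjamini-Hochberg adjusted p under 0.05 and a log2 fold change of at least 1 in size. The standard error of a log2 fold change is its size divided by the square root of the test's F statistic. Other tools were DESeq2 1.42.0, which the paper used in another version, and limma 3.58.1, all in R 4.3.3, and Python 3.11.15 with pandas 2.3.3, numpy 2.4.6 and scipy 1.17.1. Gene lists were tested with camera from limma at a preset correlation of 0.01, adjusted over the 9 lists with at least 3 tested members, and with fry and with camera at an estimated correlation as alternatives. The lists, whose members all come from the splicing table, were set against all 13097 tested genes and not only against genes of that table. GO terms were tested with camera within the 903 annotated genes, for terms with at least 5 genes. With 3 libraries against 3, an exact permutation test that ignores the pairing by doe cannot give a p under 0.1.

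Same-numbered CA and NCA libraries come from the same doe, as Table 1 and Fig. 1 state. Across genes, the deviations of same-numbered libraries from their tissue means correlated at r = -0.14 for doe 1, 0.17 for doe 2 and 0.44 for doe 3, and the highest r between libraries of different numbers was 0.31, for CA2 and NCA1. The fit without the doe as a block was the main one and the fit with the block an alternative.

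Symbols were given only where 2 sources in the authors' deposited splicing table, its protein matches and its KEGG matches read through the reference table of assembly mOryCun1.1, allowed 1 name, or the paper printed an identifier. This named 920 genes, of which 881 were tested, and the reference table itself holds no Ensembl identifiers. The named genes were, by a rule set with the comparisons, gene lists and first alternatives before the data were examined, those the paper names, the 8 with the smallest p in each direction, up to 4 members of each list and the reference genes ACTB and GAPDH, which carried no symbol. The values in the paper's tables had been read by then. A further part of the rule took genes past the test and gave none. MYH11, TPM2 and MFGE8 were added after their values were seen. The 40 lists were written from general knowledge after the paper had been read, and only members with a splicing event in the deposited table could be followed.

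The procedure was tested on simulated counts drawn for the 13097 tested genes from the means, dispersions and library sizes of the CA and NCA libraries, with 200 genes changed. The filter left 12885 of these genes. For this comparison edgeR recovered 22% of genes changed 4-fold and 89% of those changed 16-fold, with 7 false genes among 118 calls. DESeq2 recovered 63% and 97%, with 81 false genes among 241 calls. The simulated genes varied independently and held no difference between does. On the real counts edgeR called 0 genes, against 118 on the simulated ones, so these shares may not carry over to the real data. Of simulated unchanged lists, whose genes vary independently, camera called 2.5% and fry 5%. Alternatives were other tools, scalings and filters, the block, each library left out in turn and other limits on expressed genes, and their effect is given with the additional observations. Assembled loci, which took 1.95% to 3.34% of the counts of a library, were kept in the library sizes and in the test but not among expressed genes.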

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

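All tests of explanations in this part were chosen after the result was seen, except the test with abundant genes left out of the library sizes.

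A signal in data that the paper does not report was present in the authors' deposited splicing table, which lists 1561 events in 1004 genes, all at an FDR under 0.05, between 2 groups that the table does not tie to a tissue. In the authors' deposited table 1006 events are skipped exons, 225 alternative 3' splice sites, 173 mutually exclusive exons, 115 alternative 5' splice sites and 42 retained introns, and MYH10 with 15 events and FLNB with 14 have the most.

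The list of glycolysis and hypoxia, of whose genes the paper names PFKFB3 as higher in CA in Table 3 but none of the 6 tested here, lay higher in CA than the other tested genes (camera adjusted p = 0.00028, 0.476 with an estimated correlation). Its 6 tested members were BNIP3, ERO1A, NDRG1, P4HA1, VEGFA and, as the 1 glycolytic enzyme, ENO1. All 6 had log2 fold changes above 0, with a median of 2.09 that became 1.12 without CA3. All 6 were higher in CA than in NCA within each of the 3 does, each CA library lay above each NCA library for 2 of them, where chance gives 5% of genes in this direction and 1254 of the 13097 tested genes show it, and 5 passed in this direction when adjusted over the list alone, none over all genes by edgeR, while DESeq2 called BNIP3, ERO1A, NDRG1 and VEGFA. NDRG1, a hypoxia-induced gene, had 3542 ± 2991 CPM (SD, n = 3) in CA and 829 ± 561 CPM (SD, n = 3) in NCA, and BNIP3, a mitochondrial protein induced by low oxygen, had 659 ± 567 and 141 ± 56.4 CPM. VEGFA, an angiogenic growth factor, had 532 ± 454 CPM in CA and 126 ± 78 CPM in NCA, with NCA3 at 216 CPM above CA1 at 208 CPM, which is of another doe.

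CA1 and NCA3, of different tissues and does, were the closest pair of libraries, with r = 0.968 on the log2(FPKM + 1) scale. An exchange of their labels is argued against by the smooth muscle list, since 0 of the 8 members that separate CA2 and CA3 from NCA1 and NCA2 were higher in CA1 than in NCA3, which held more by a median log2 ratio of 2.03. Tissue of the CA kind within the NCA3 sample stays open: on a scale from 0 at NCA1 and NCA2 to 1 at CA2 and CA3, NCA3 had a median position of 0.604 over 848 genes lower in CA and of 0.243 over 187 genes higher in CA, a difference of 0.361 where 1 mixed share was taken to allow 0.2, while both medians were above 0.1, the bound set against it. CA1 itself lay at 0.879 and 0.246, so that over the higher genes both CA1 and NCA3 lay nearer to NCA1 and NCA2. The genes were chosen by CA2, CA3, NCA1 and NCA2 alone. A library left out of that choice tends to fall between the ends, so a median above 0.1 says little. A mixed share was tested for NCA3 only and not for CA1. A difference between the does was not tested and also stays open.

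Smooth muscle transcripts were lower in CA, by a median log2 fold change of -2.25 over 10 genes (camera adjusted p = 2.7e-09), a call that did not hold with an estimated correlation (0.264). Scaling of whole libraries is argued against, because it would move all genes alike, and the list lay 2.33 below the median of all tested genes, a gap that such scaling leaves nearly as it is. A candidate explanation is a different share of smooth muscle cells between the samples: the ratio of NCA3 to the other NCA libraries, after the CA level was taken off, varied between 9 members with a log2 SD of 0.479, at percentile 0.2 of 10000 random sets of other genes and at percentile 1.11 of sets at the members' level. Abundant members were MYH11 at 5084 ± 1792 CPM and TPM2 at 3440 ± 1390 CPM (SD, n = 3) in NCA, and 3 of the members are also on the focal adhesion list. This pattern was found and tested on the same libraries. Genes regulated together would also keep 1 ratio, so these percentiles cannot tell a share of cells from regulation. Regulation within the endometrium between the tissues was not tested and stays open.

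The median log2 fold change of all tested genes was -0.21 by library size only and 0.08 by TMM. With the 100 most abundant genes left out of the library sizes it was -0.13. That is below the bound of -0.1 set beforehand against these genes as the cause, but by less than 0.042. This is the SD between does of the median after TMM scaling, and the spread of a median made without TMM was not computed. The requirement that the bound be passed by more than this SD was added after the value was seen, and without it the test would argue against abundant genes as the cause. The share of abundant genes therefore stays open.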

How the results depend on the processing

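DESeq2 settings with |log2FC| of at least 2, alternatives of the count at an unadjusted p, the GO terms, the fit without CA1 and NCA3, robust and newer edgeR steps, DESeq2 with the block or on all annotated genes, correlations without the gene of highest FPKM and tests of other splits by edgeR were chosen after seeing the data. edgeR called 0 genes lower and 0 higher in CA, at 2213 genes with an unadjusted p under 0.05, and also 0 under RLE, library size only, no filter, the CPM filter, voom, the doe as a replicate block, robust and newer steps, and with no fold threshold or a raised one. Genes lower and higher numbered 946 and 187 by DESeq2, 174 and 1 by limma on log2(FPKM + 1), 170 and 11 without CA1 and NCA3, 1279 and 541 by DESeq2 with the block, 905 and 170 by DESeq2 on all annotated genes, and 898 and 157 there with the fold change prior. At |log2FC| of at least 2, DESeq2 gave 732 and 111 on the tested genes, 705 and 110 on all annotated genes, and 649 and 82 on these with the prior. With each library left out in turn, edgeR gave 0 to 103 genes lower and 0 to 4 higher, calling genes without CA1 alone, and 1142 (without NCA2) to 3327 (without NCA3) at an unadjusted p under 0.05, with 1272 without NCA1. Of the 1133 genes called by DESeq2, 1132 had an unadjusted p under 0.05 in edgeR, and of 107 genes called without CA1, 104 were among them. The cause was not tested.

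There are 10 splits of 6 libraries into 3 and 3, too few for a share under 0.05. edgeR called 0 genes in each direction in all 10 splits, the real one and the highest other included. At an unadjusted p under 0.05 the real split gave 2213 genes and the highest other 2120, with CA1, CA3 and NCA3 as 1 group, so that 1 of 10 was as large, and by DESeq2 1133 against 1030, again 1 of 10. For lists called by camera, 2 of 10 splits gave 3, the real one included, and the highest other also gave 3. Of the other 9 splits, 8 called at least 1 list at the preset correlation. Among the 4 splits that part the libraries of every doe, compared after the values were seen, the highest other gave 605 genes at an unadjusted p under 0.05, 180 by DESeq2 and 2 lists, while the split with 2120 genes keeps CA3 and NCA3 together.

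Mean Pearson r within CA, within NCA, between paired and between unpaired libraries moved to 0.926, 0.931, 0.893 and 0.886 on log2(FPKM + 1), to 0.915, 0.921, 0.880 and 0.873 by Spearman's rho, to 0.806, 0.781, 0.774 and 0.728 without 20 genes and to 0.853, 0.833, 0.847 and 0.798 without 1 gene, so that values above 0.99 rest on that gene. Leaving out a library gave 0.9991 to 0.9999 within CA and 0.9983 to 0.9991 within NCA. Counts of genes expressed in CA, in NCA, in both and in either stayed within 1.5 times under each alternative. Those only in CA moved from 240 to 468 without CA1 and 474 without CA3, and those only in NCA from 812 to 1212 without NCA3. Leaving out a library of a tissue can only raise such a count.

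The smooth muscle call ended with an estimated correlation (adjusted p = 0.264), the focal adhesion plaque call with it (0.438), by fry (0.0672) and without members shared with smooth muscle (0.263), and the glycolysis and hypoxia call with it (0.476) and by fry (0.183). All 3 calls were kept by camera under RLE, library size only, the block and each library left out. The chemokine list ran from 0.0464 (without CA2, called higher) to 0.719 (without CA3). The 3 GO calls became 0 with an estimated correlation. The median log2 fold change moved to -0.21 by library size only and 0.23 at a log2 CPM of at least 5, and leaving out a library gave -0.0052 (without CA3) to 0.093. The authors' deposited table holds 829 events at an FDR under 0.01. In edgeR and camera the block changed no other call. Of 65 genes with values, 6 changed sign under some setting (ARNTL, DERL3, FDXR, LEF1, NPR2 and PGF), none of them past the test. DESeq2 called 37 of the 65, and 44 with the block, and edgeR without CA1 called TAGLN, SMOC2, MYH11 and LTK. Planned limits on inclusion level and on reads per splicing event were not run, nor were those meant for files without counts.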

Differences from the paper's values

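Alternatives named here as chosen after seeing the values were not set beforehand. The paper reports 590 genes down-regulated and 56 up-regulated in CA, with DESeq2, and edgeR here called 0 lower and 0 higher at the thresholds of the paper's methods, with the fold limit taken as a log2 value, and 2213 genes at an unadjusted p under 0.05. None of the alternatives set before the data were examined gave counts within 1.5 times of the paper's. At a |log2FC| of at least 1, DESeq2 on the tested genes gave 946 and 187, and limma on log2(FPKM + 1) 174 and 1. DESeq2 called all 14 genes that the paper names as different and that could be followed here, while edgeR called 0 of the 14, limma on log2(FPKM + 1) 5, edgeR without CA1 1 and, chosen after seeing the values, without CA1 and NCA3 3. The paper had picked these genes with DESeq2 on the same libraries, so the calls by DESeq2 here are no independent check. The settings nearest to the paper's counts were chosen after seeing the values, and each used DESeq2 with a |log2FC| of at least 2. Outside its methods, which give a fold change of at least 1, the paper also states this limit of 2 for its counts. These settings gave 649 and 82 with the fold change prior on all annotated genes, 705 and 110 without the prior and 732 and 111 on the tested genes. Each dropped 5 of the 14 genes.

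The paper's mean Pearson r is 0.82 within CA and 0.87 within NCA, and the values here were 0.9995 and 0.9987. For paired libraries the paper's value is 0.7232 against 0.9990 here, and for unpaired libraries 0.5749 against 0.9986. Of the alternatives set before the data were examined, leaving out the 20 genes of highest mean FPKM brought the values to 0.806, 0.781 and 0.774, which lie from the paper's first 3 values by less than the SD over pairs of libraries, while unpaired libraries stayed above the paper's value at 0.728, and log2 values and Spearman's rho did not close any of the 4 differences.

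The paper has most of the genes it called in the chemokine and TRP channel pathways lower in CA. Of the tested members of the lists fixed here, which are not the paper's genes, 9 of 12 and 6 of 7 had more RNA in CA, none past edgeR's test, and ARHGAP29 and ENSOCUG00000021234, which the paper has higher in CA, had log2 fold changes of 1.90 and 6.31. The medians of the 2 lists, 0.46 and 0.93, were 0.13 and 0.21 without CA3. The paper states that transcription was more active in NCA. The median log2 fold change was 0.08 by TMM, which sets it near 0, and -0.21 by library size only, so that it cannot decide this. At an unadjusted p under 0.05 from edgeR, 1476 genes lower against 737 higher in CA go in the paper's direction. That balance moved to 1878 against 323 by library size only and to 1776 against 1551 without NCA3. In the paper's Fig. 1A the libraries are clustered on genes called as different, whereas over all expressed genes NCA3 joined the CA libraries.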

Other observations

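The test of the numbering in this part was chosen after the result was seen.

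Several genes of other cell types carried a symbol as the only member, or 1 of a pair, of their list. The endothelial genes ESAM and ROBO4 had log2 fold changes of 1.67 (standard error 0.68) and 1.29 (standard error 0.67), with 486 ± 353 CPM of ESAM in CA and 153 ± 106 CPM in NCA (SD, n = 3). TGFB1, a cytokine of tissue remodeling, had 105, 2028 and 548 CPM in CA1, CA2 and CA3 and 243, 55.7 and 118 CPM in NCA1, NCA2 and NCA3. WFDC2, a secretory epithelial protein, had 81.8 ± 9.69 CPM in CA and 951 ± 1267 CPM in NCA (SD, n = 3), with 2402 in NCA1 and 67.4 in NCA3, and CXCL16, a chemokine, had 9.43 ± 0.92 and 33.9 ± 23.3 CPM. MFGE8, a secreted glycoprotein chosen after its values were seen, had 34386 ± 29843 CPM in CA and 6929 ± 9562 CPM in NCA (SD, n = 3), with 17967 CPM in NCA3 above CA1 at 15754 CPM, and CA above NCA within each of the 3 does. None of these genes passed edgeR's test over all genes, although DESeq2 called WFDC2, and neither did PGF, DERL3, GADD45A, ARNTL, IFI44, PSMB8, LEF1 or FDXR, with log2 fold changes of 1.02, -1.77, 0.98, 0.18, -1.01, -0.28, -0.22 and 0.61.

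ENSOCUG00000017506 had FPKM values of 512658 to 2692064 in the deposited files, whereas its counts, length and library totals give 2089 to 6249.

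A hypothesis is that genes present or absent in single animals follow the stated numbering of the does. Genes with a high count in 1 CA and 1 NCA library and a low count in the other 4, or the reverse, were counted under 9 pairs of cutoffs that were computed together. At 50 or more and at most 1 count, 9 of 9 genes fell in same-numbered pairs, and this pair of cutoffs was first singled out for that reason, after which the test was widened to all 9. The stated numbering held more genes than any of the other 5 numberings under 9 of the 9 pairs of cutoffs, which is in line with same-numbered libraries from the same animal. The looser cutoffs were less clear: at 10 or more and at most 2 counts, 42 of 82 genes fell in same-numbered pairs and the next numbering held 40, with 24 genes on in CA2 and NCA1 against 15 in CA2 and NCA2.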
